# Agonist-independent Gα_z_ activity negatively regulates beta-cell compensation in a diet-induced obesity model of type 2 diabetes

**DOI:** 10.1074/jbc.RA120.015585

**Published:** 2020-11-24

**Authors:** Michael D. Schaid, Cara L. Green, Darby C. Peter, Shannon J. Gallagher, Erin Guthery, Kathryn A. Carbajal, Jeffrey M. Harrington, Grant M. Kelly, Austin Reuter, Molly L. Wehner, Allison L. Brill, Joshua C. Neuman, Dudley W. Lamming, Michelle E. Kimple

**Keywords:** insulin secretion, insulin resistance, diabetes, cAMP, G protein, G protein–coupled receptor (GPCR), cell signaling, βKO, beta-cell–specific Gαz-null, AUC, area under the curve, BCA, bicinchoninic acid, B6J, C57BL/6J, B6N, C57BL/6N, CD, control diet, EIA, enzyme immunoassay, EP3, prostaglandin EP3 receptor, Ex4, exendin-4, FBKO, Gαz full-body KO mice on the B6N background, Gα_z_, G protein alpha-subunit, GLP1R, glucagon-like peptide 1 receptor, GPCRs, G protein–coupled receptors, GSIS, glucose-stimulated insulin secretion, HA-EP3γ, hemagglutinin-tagged EP3γ, HFD, high-fat diet, HRP, horseradish peroxidase, IBMX, 3-isobutyl-1-methylxanthine, ITTs, insulin tolerance tests, KEGG, Kyoto Encyclopedia of Genes and Genomes, KRBB, Krebs-Ringer bicarbonate buffer, OGTTs, oral glucose tolerance tests, PGE_2_, prostaglandin E_2_, qRT-PCR, quantitative real-time PCR, RIA, radioimmunoassay, SDE, significantly differentially expressed, T2D, type 2 diabetes

## Abstract

The inhibitory G protein alpha-subunit (Gα_z_) is an important modulator of beta-cell function. Full-body Gα_z_-null mice are protected from hyperglycemia and glucose intolerance after long-term high-fat diet (HFD) feeding. In this study, at a time point in the feeding regimen where WT mice are only mildly glucose intolerant, transcriptomics analyses reveal islets from HFD-fed Gα_z_ KO mice have a dramatically altered gene expression pattern as compared with WT HFD-fed mice, with entire gene pathways not only being more strongly upregulated or downregulated *versus* control-diet fed groups but actually reversed in direction. Genes involved in the “pancreatic secretion” pathway are the most strongly differentially regulated: a finding that correlates with enhanced islet insulin secretion and decreased glucagon secretion at the study end. The protection of Gα_z_-null mice from HFD-induced diabetes is beta-cell autonomous, as beta cell–specific Gα_z_-null mice phenocopy the full-body KOs. The glucose-stimulated and incretin-potentiated insulin secretion response of islets from HFD-fed beta cell–specific Gα_z_-null mice is significantly improved as compared with islets from HFD-fed WT controls, which, along with no impact of Gα_z_ loss or HFD feeding on beta-cell proliferation or surrogates of beta-cell mass, supports a secretion-specific mechanism. Gα_z_ is coupled to the prostaglandin EP3 receptor in pancreatic beta cells. We confirm the EP3γ splice variant has both constitutive and agonist-sensitive activity to inhibit cAMP production and downstream beta-cell function, with both activities being dependent on the presence of beta-cell Gα_z_.

A crucial factor in the development of type 2 diabetes (T2D) is failure of beta cells to adapt their secretory phenotype and/or mount a compensatory increase in mass in the face of peripheral insulin resistance (1). In the beta cell, cAMP is a critical second messenger essential for proper beta-cell function (2). Synthesis of cAMP is primarily regulated by G protein–coupled receptors (GPCRs) and their associated heterotrimeric G protein complex. GPCR action and cAMP signaling are essential in glucose-stimulated insulin secretion (GSIS) response and ability of the beta cell to compensate under stress (2). A variety of T2D therapeutics bind to and activate the glucagon-like peptide 1 receptor (GLP1R), which acts through G_s_-subfamily proteins to increase the catalytic activity of adenylyl cyclase and downstream cAMP production (3). Conversely, inhibition of adenylyl cyclase by G proteins of the G_i/o_ subfamily reduces cAMP levels and negatively regulates beta-cell function (4). Yet, no T2D drug that targets inhibitory GPCRs has ever been identified for widespread clinical use.

We have previously demonstrated a role for the alpha subunit of the unique G_i/o_ subfamily member, G_z_ (G protein alpha-subunit [Gα_z_]), in beta-cell biology (5, 6, 7, 8, 9). Islets from transgenic KO mice lacking Gα_z_ throughout their body have elevated pancreatic islet cAMP levels and secrete more insulin in response to glucose, accelerating glucose clearance (7). C57BL/6N (B6N) mice subjected to extended high-fat diet (HFD) feeding become morbidly obese and insulin resistant, with fasting hyperglycemia and glucose intolerance mimicking T2D. Loss of Gα_z_ throughout the body is sufficient to protect from these aspects the phenotype, even in the face of obesity and insulin resistance mirroring WT HFD controls (8). Coupled with the extremely limited tissue distribution of Gα_z_ protein (found only in the brain, platelets, retina, and pancreatic islets (10, 11)), this phenotype fits best with a beta cell–centric model.

Previous work from our laboratory has implicated prostaglandin EP3 receptor (EP3), whose most abundant native ligand is the arachidonic acid metabolite, prostaglandin E_2_ (PGE_2_), in mediating the inhibitory effects of Gα_z_ on islet cAMP production and GSIS (8, 9). Yet, the primary effects of EP3 on beta-cell biology have been suggested to be on proliferation, not function (12, 13). Furthermore, extra-islet EP3 signaling is crucial in maintaining glucose homeostasis (13, 14, 15, 16). Therefore, many questions remain as to the precise molecular and cellular mechanisms by which Gα_z_ loss protects from hyperglycemia and glucose intolerance and whether beta-cell EP3 is actually a viable target for T2D therapeutics. In this study, we use islet transcriptomic analysis and beta-cell–specific Gα_z_-null (βKO) mice in the C57BL/6J (B6J) background to demonstrate, in the absence of alterations in the overall EP3 expression or activity of agonist-dependent EP3 variants, Gα_z_ has differential effects on beta-cell function and mass depending on the pathophysiological context of the model.

## Results

### An interplay between Gα_z_ loss and HFD feeding dramatically alters islet secretory pathway gene expression

We have previously shown that male B6N mice deficient in a protein-coding exon of *Gnaz*, the gene encoding for Gα_z_, are fully protected from hyperglycemia and glucose intolerance, even after up to 26 to 30 weeks of consuming a 45 kcal% fat diet (HFD) starting at 11 weeks of age (8). HFD feeding in Gα_z_ KO mice approximately doubles functional beta-cell mass, independent of any changes in the weight gain, food intake, or insulin resistance as compared with WT HFD-fed controls (8). To determine potential molecular pathways by which Gα_z_ might influence the beta-cell compensation response, we performed a shorter (16-week) diet study—a feeding regimen chosen to limit potential confounding effects of long-term uncontrolled hyperglycemia—and isolated islets for exon array analyses. As with our previous cohort (8), there were no differences in baseline blood glucose or insulin tolerance by genotype (Fig. 1, *A*–*B*). After 16 weeks of control diet (CD) or HFD feeding, both HFD-fed groups were significantly heavier than CD-fed groups, and there were no differences in the body weight by genotype (Fig. 1*C*). The 4- to 6-h fasting blood glucose levels of WT HFD-fed mice were mildly elevated as compared with CD-fed animals (Fig. 1*D*), and Gα_z_ loss essentially ameliorated the mild fasting hyperglycemia and oral glucose intolerance of male B6N mice after 16 weeks of HFD feeding (Fig. 1*E*). Gα_z_ loss again had little-to-no effect on the development of insulin resistance, whether quantified by two-way ANOVA of the percentage baseline blood glucose curves (Fig. 1*F*, left) or by one-way ANOVA of the area under the curves from Y = 0 (Fig. 1*F*, right).

**Figure 1:**
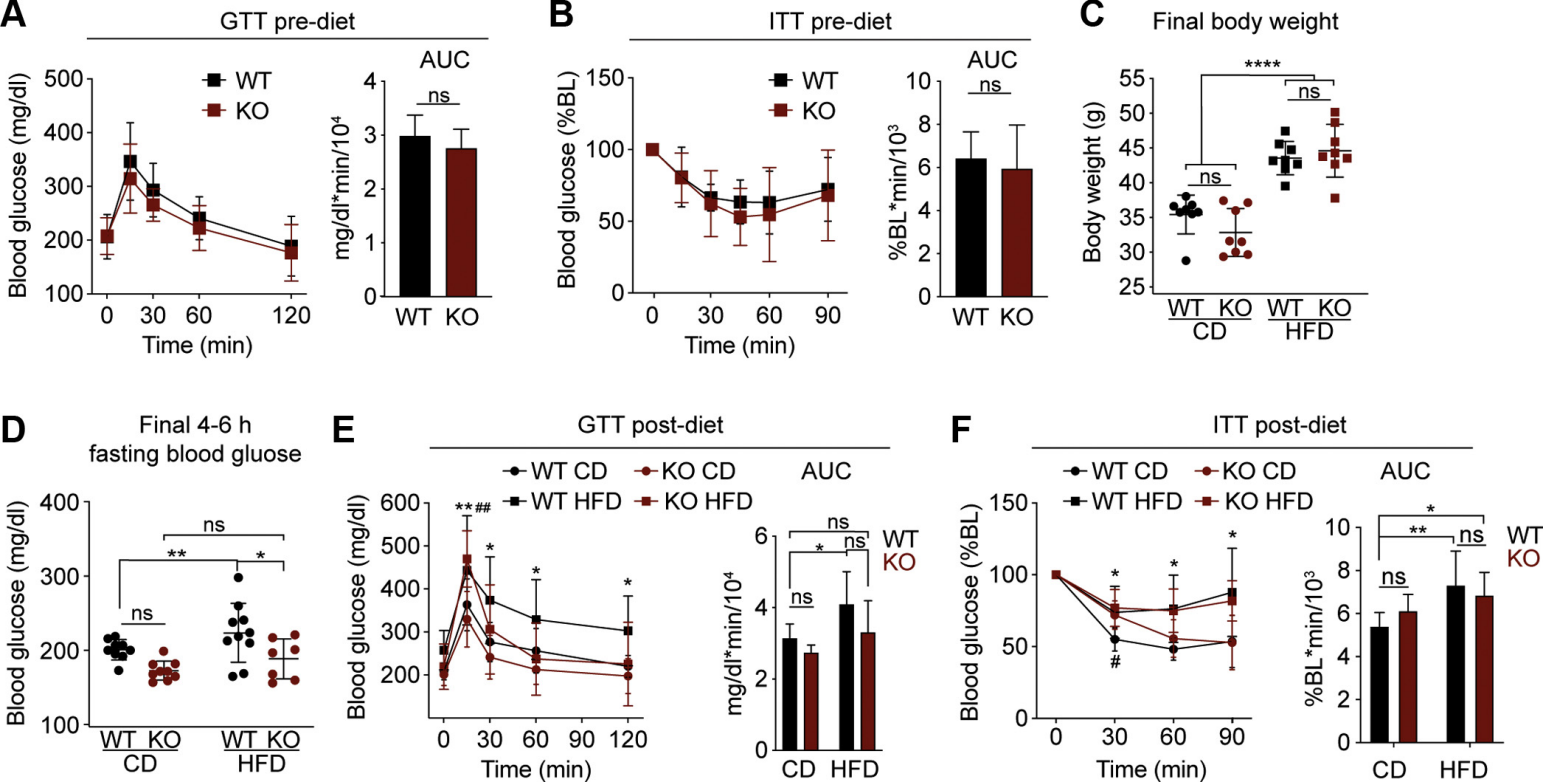
**Sixteen-week HFD feeding of C57BL/6N mice results in mild hyperglycemia and glucose intolerance ameliorated by loss of Gα**_**z**_**independent of effects on insulin sensitivity.***A*–*B*, baseline metabolic phenotypes of 11-week-old chow-fed WT or KO mice. *A*, oral glucose tolerance (1 g/kg) as represented by glucose excursion (*left*) or AUC from zero (*right*). Sixteen mice/group. *B*, IP insulin tolerance (0.75 U/kg) as represented by glucose excursion normalized to baseline (*left*) or AUC of the normalized data from zero (*right*). N=9 to 12 mice/group. *C*–*F*, metabolic phenotypes of 27-week-old WT and KO mice after 16 weeks of control diet (CD) or high-fat diet (HFD) feeding. N = 7 to 10 mice/group. *C*, body weights. *D*, fasting blood glucose levels of 4 to 6 h. *E*, oral glucose tolerance (1 g/kg) as represented by glucose excursion (*left*) or AUC from zero (*right*). *F*, IP insulin tolerance (0.75 U/kg) as represented by glucose excursion normalized to baseline (*left*) or AUC of the normalized data from zero (*right*). Data represent mean ± SD and were analyzed as described in Experimental procedures. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗∗*p* < 0.0001. In panel *E*, ##*p* < 0.01 for KO HFD *versus* WT CD at the 15-min time point. AUC, area under the curve; Gα_z_, G protein alpha-subunit; ns, not significant.

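Exon arrays (Mouse GeneChip Exon 1.0 ST), which carry probes along the exons of each gene, were run on islets from 18 mice, with 1 array per mouse. There were 5 WT CD-fed, 5 KO CD-fed, 4 WT HFD-fed and 4 KO HFD-fed mice. The HFD supplied 45 kcal% of fat and the CD 10 kcal%, each for 16 weeks from 11 weeks of age. The paper's age at islet isolation is 27 weeks, whereas the sample labels give 6 months and the deposited protocol gives 37 to 40 weeks. The files do not settle this conflict. Islets were picked by hand away from acinar tissue, the enzyme-secreting tissue that surrounds them in the pancreas. The authors summarized the probes to 23332 transcript clusters with robust multiarray average (RMA) normalization in Affymetrix Expression Console 1.3, and the deposited values are on the log2 scale. The median of an array over all clusters was 8.03 to 8.12 in KO CD, 8.03 to 8.09 in WT CD and 8.02 to 8.06 in WT HFD islets. In KO HFD islets it was 7.94 to 7.98 in 3 arrays and 8.05 in the fourth.
Of these clusters, 14996 carried 1 gene symbol, 1019 carried several and 7317 had no symbol in the annotation used here. Where a gene had more than 1 cluster (135 genes), the brightest stood for it, which left 14860 genes. A linear model with a mean per group was fitted to each gene with limma, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The 38 gene lists (cell-type markers, pathways and quality genes), the rule for the genes named in the text, and the tests and alternative settings, apart from those said to be chosen later, were set before the data were examined, with the paper's values for its panel and tables already seen. The KEGG memberships behind the paper's pathways were not used here, and the lists that take their names were written by hand. Each list was tested for over-representation among the higher and among the lower genes with a one-sided hypergeometric test, and for a shift of its genes with limma's camera. Adjusted p values of lists are over all 38. The number of arrays limits the precision. In simulated data with the same group sizes, 60% of genes planted with a log2 difference of 0.5 between KO HFD and WT HFD were recovered, and 94% of those planted with 1. The shares were 92% and 96% between KO CD and WT CD, 82% and 98% between WT HFD and WT CD, and 70% and 96% between KO HFD and KO CD. These simulations changed only 50 genes at each fold size. Their noise was independent between genes, with no shift of a whole array. The shares therefore do not give the power in the real comparisons, where far more genes can change and arrays can shift as a whole.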

Total islet RNA was subjected to exon-array gene chip analysis. Islet gene expression results from 5 WT CD-fed mice, 5 KO CD-fed mice, 4 WT HFD-fed mice, and 3 KO HFD-fed mice passed quality control tests and were used for downstream analysis. 

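The targeted gene was lower in every KO array than in every WT array. Gnaz, which encodes Gαz (transcript cluster 6768843), read 11.11 ± 0.04 on the log2 scale (SD, n = 5) in WT CD and 11.10 ± 0.11 (SD, n = 4) in WT HFD islets. It read 10.37 ± 0.14 (SD, n = 5) in KO CD and 10.08 ± 0.04 (SD, n = 3) in KO HFD islets. The log2 fold change was −0.74 (SE 0.06, adjusted p = 2.9e-05) in KO CD versus WT CD and −1.02 (SE 0.08, adjusted p = 4.1e-06) in KO HFD versus WT HFD islets, both from limma. The probes lie along the whole gene, of which the KO mice lack 1 protein-coding exon.

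**Figure D1:**
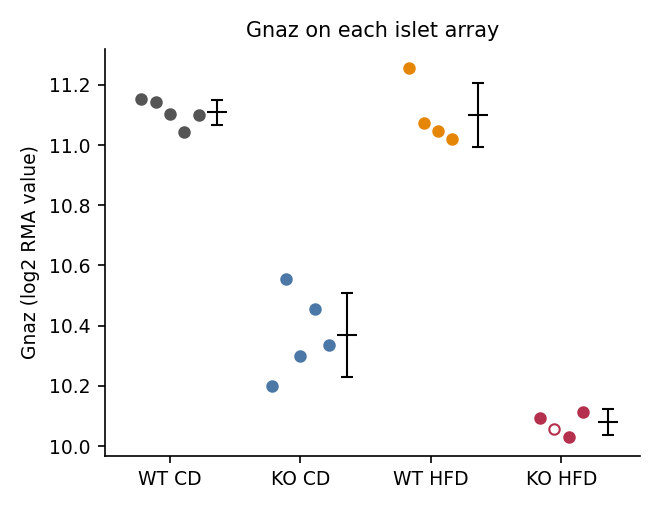
Gnaz on the log2 scale (vertical axis) in each array of the 4 groups (horizontal axis). Each point is 1 mouse, the open point is KO HFD array 11, and the black marks show the mean and SD over the other arrays of a group; the KO arrays lie between 10.03 and 10.56 and the WT arrays between 11.02 and 11.26.

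The paper left out 1 of the 4 KO HFD arrays because of anomalies identified during data exploration, and it states that 1 WT HFD and 1 KO HFD sample had failed RNA quality control before. The fold changes printed in Tables S2 and S3 were used to find which array this was. Of the genes they print, 71 were matched by symbol. Without the array of KO HFD islet 11, all 71 fold changes lay within 0.01 of the printed ones. Leaving out any other KO HFD array, or none, matched at most 4. Values are therefore given over the 17 arrays without KO HFD 11, and where the outcome differs also over all 18. The numbers are those in the sample titles. Gnaz read 10.06 in KO HFD 11, and its log2 fold change in KO HFD versus WT HFD islets was −1.03 over all 18 arrays.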

Unsupervised hierarchical clustering revealed samples from each group segregated together, with islets from KO HFD-fed mice having the greatest differentiating gene expression profile among the four groups. 

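Across the 14860 genes, the KO HFD arrays correlated least with the other groups. Their mean Pearson correlation with arrays of the other 3 groups was 0.989 to 0.991, against 0.992 to 0.993 between the groups other than KO HFD and 0.992 to 0.995 within a group. Genes are not independent replicates, so these values rank distances only. The mean silhouette of the 4 groups, a score of 1 for arrays that sit with their own group and below 0 for arrays nearer to another, was 0.131. It was larger than in any of 100000 random relabellings (permutation test, p = 1e-05, the smallest they can give). The silhouette was negative for KO CD 1 (−0.0634) and KO CD 13 (−0.231). Average-linkage clustering on the correlations, taken at 4 clusters, set KO HFD 10 apart, paired KO HFD 17 with KO HFD 18 and paired KO CD 13 with WT CD 14. The remaining 12 arrays of WT CD, KO CD and WT HFD islets fell in 1 cluster. The paper's heatmap draws Z-scores of its top genes, whereas these clusters use all 14860 genes. With each gene centred on its mean, an alternative added after seeing the data, the 3 KO HFD arrays formed a cluster of their own. At the same 4 clusters, WT HFD 8, 9 and 16 formed another. The 5 WT CD arrays fell together with KO CD 13, and KO CD 1, 2, 3 and 12 with WT HFD 7.
Marker genes of other cell types differed between these arrays. The mean of 19 leukocyte genes was 9.60 in KO CD 13, 9.79 in WT CD 14 and 9.20 in WT HFD 16, against 8.33 to 9.06 in the other arrays. The mean of 13 stellate cell and fibroblast genes was 9.27 in KO CD 13 and 9.53 in WT CD 14, against 8.35 to 8.83 in the others. KO HFD 10 had the highest mean of 20 acinar cell genes other than the digestive enzymes, 11.85 against 9.71 to 11.45. Over all 18 arrays, the mean silhouette was 0.0489 (permutation test, p = 2e-05) and KO HFD 10 and KO HFD 11 each stood alone at 4 clusters. It was then negative for all 4 KO HFD arrays.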

The top 100 most significantly differentially expressed (SDE) genes across all comparisons are shown in Figure 2*A*, and the gene symbols according to their placement in the dendrogram can be found in Table S1. 

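Gnaz ranked first of the 14860 genes by limma's moderated F test across the 4 groups (adjusted p = 8.1e-07). It was followed by Dlk1, a transmembrane protein of the Delta family, and Spcs1, a subunit of the signal peptidase complex (both 7.2e-04). Of the 100 genes in Table S1, 92 were measured here and all 92 passed the F test, as did 5850 genes in all. Of the 92, 90 were among the 100 that ranked first, where 0.619 would be shared by independent lists. In KO HFD versus WT HFD islets, 7 of the 92 were higher, 81 were lower and 4 did not pass. Between KO HFD and KO CD islets, 2 were higher, 85 lower and 5 did not pass. Few of them differed between the groups other than KO HFD. In KO CD versus WT CD islets 6 were higher and 1 lower, and in WT HFD versus WT CD islets 2 were higher and 1 lower. The study chose Table S1 on these samples, so these counts are not independent evidence of direction.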

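On CD, loss of Gαz changed few genes. Dlk1 was higher in KO CD than in WT CD islets by a log2 fold change of 0.97 (SE 0.11, adjusted p = 7.1e-04), and Nmnat2, an enzyme of NAD synthesis, by 0.86 (SE 0.11, adjusted p = 0.0026). The largest rises were in the sulfotransferase Sult1d1 (1.35, adjusted p = 0.013) and in Gria3, a subunit of AMPA glutamate receptors (1.33, adjusted p = 0.020). On HFD, WT islets differed from WT CD islets in few genes as well, a count that rose with array weights (439, 136 higher and 303 lower) or with only these 2 groups fitted (177, 43 and 134). Gsto2, a glutathione transferase, rose by 0.85 (SE 0.13, adjusted p = 0.024), and Bambi, a pseudoreceptor of TGF-β signaling, by 0.66 (SE 0.13, adjusted p = 0.046), although Bambi did not pass after median centring (adjusted p = 0.078). Between KO HFD and WT HFD islets many more genes differed, most of them lower in KO HFD islets. Among the largest falls were Serpina7, which encodes thyroxine-binding globulin, at −1.96 (SE 0.35, adjusted p = 0.0016), Hdac9, a histone deacetylase, at −1.46 (SE 0.20, adjusted p = 3.9e-04) and Tnfrsf11b, which encodes osteoprotegerin, at −1.44 (SE 0.20, adjusted p = 4.4e-04). Between KO HFD and KO CD islets the neuropeptide Npy fell to −1.11 (SE 0.16, adjusted p = 4.4e-04) and the microtubule regulator Stmn2 to −1.21 (SE 0.29, adjusted p = 0.0035), whereas the kinase Sgk1 rose by 0.70 (SE 0.14, adjusted p = 0.0012).
Of the 14860 genes, limma called 23 changed in KO CD versus WT CD islets (21 higher, 2 lower), 28 in WT HFD versus WT CD islets (3 higher, 25 lower), 4372 in KO HFD versus WT HFD islets (196 higher, 4176 lower) and 6847 in KO HFD versus KO CD islets (215 higher, 6632 lower). Over all 18 arrays the counts were 19, 22, 3157 and 6337. Between KO HFD and WT HFD islets 93.6% of the changed genes differed by less than 1.5-fold, and 34 rose and 21 fell by more than 2-fold. Of the 28 genes between WT HFD and WT CD islets, 21.4% differed by less than 1.5-fold and 15 by more than 2-fold. The median log2 fold change of all genes was −0.13 in KO HFD versus WT HFD islets and −0.18 in KO HFD versus KO CD islets. Centring each array on its median moved these to 0.04 and 0.07. The changed genes then numbered 1526 (731 higher, 795 lower) and 4400 (3265 higher, 1135 lower), so the share that was lower depended on the scaling. The split in KO CD versus WT CD islets did so too, with 19 higher and 9 lower after median centring, 28 and 12 after quantile normalization and 31 and 22 after cyclic loess, against 36 and 5 with array weights and 7 and 1 with only these 2 groups fitted. With quantile normalization the splits of the KO HFD comparisons were 716 higher and 924 lower, and 1246 higher and 1177 lower, and with cyclic loess 786 and 769, and 1170 and 1152.

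**Figure D2:**
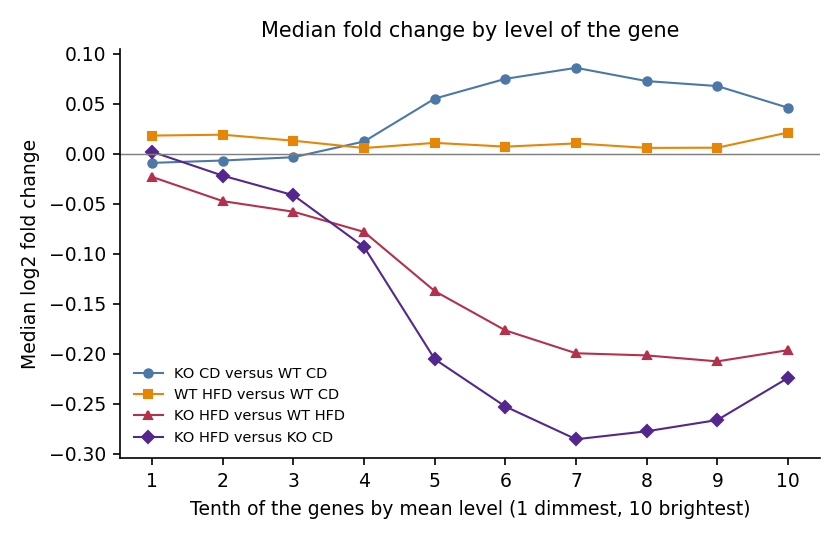
Median log2 fold change (vertical axis) of the genes in 10 equal bins of mean log2 level (horizontal axis, 1486 genes a bin) in 4 comparisons, 1 line each. In KO HFD versus WT HFD islets the line falls from −0.02 in the dimmest bin to −0.20 in the brightest, and in WT HFD versus WT CD islets it stays between 0.01 and 0.02; the falls are relative to the deposited scale, which median centring shifts upward.

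Single arrays decided the smaller counts. In KO CD versus WT CD islets the count was 6 without WT CD 5, 7 without KO CD 2, WT CD 4 or WT CD 6, 8 without KO CD 12, 9 without WT CD 14 or WT CD 15 and 11 without KO CD 3, and it was 62 without KO CD 1 and 44 without KO CD 13. Dlk1 and Nmnat2 passed under each of these omissions and each alternative setting, whereas Sult1d1 did not pass without KO CD 2 (adjusted p = 0.058), WT CD 4 (0.052) or WT CD 5 (0.060), and Gria3 not without KO CD 2, KO CD 3, KO CD 12, WT CD 4, WT CD 5, WT CD 6 or WT CD 15 (0.050 to 0.086). In WT HFD versus WT CD islets limma called 0 genes without WT CD 5, WT CD 6, WT CD 15, WT HFD 9 or WT HFD 16 (966 to 1304 at an unadjusted p under 0.05). It called 2 without WT HFD 8, 10 without KO CD 1, 17 without KO CD 3 or WT CD 4 and 137 without KO HFD 10. The count in KO HFD versus WT HFD islets was 2636 without WT HFD 7 and 2895 without KO HFD 18. With the mean of the acinar digestive enzymes as a covariate, it was 96, and the calls of Serpina7, Hdac9 and Tnfrsf11b ended at fold changes of −1.33 (SE 0.54), −1.01 (SE 0.29) and −1.21 (SE 0.32). So did those of Gsto2 at 0.66 (SE 0.23) and Bambi at 0.49 (SE 0.22) in WT HFD versus WT CD islets, and of Sult1d1 at 1.43 (SE 0.26) and Gria3 at 1.38 (SE 0.28) in KO CD versus WT CD islets. The median fold change of all genes was −0.16 with this covariate, no closer to 0 than without it, and the median SE rose from 0.084 to 0.14.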

Of 16,291 expressed genes, 18 genes were SED (adjusted *p*-value < 0.05) between WT and KO CD-fed mice, 30 genes were SDE between WT CD-fed and HFD-fed mice, 4573 genes were SDE between WT and KO HFD-fed mice, and 7312 genes were SDE between KO CD-fed and HFD-fed mice (Fig. 2*B*). 

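In the principal component analysis of all 14860 genes, the KO HFD arrays lay at 1 end of the first component, which held 31.7% of the variance. Their scores ran from −24.4 to −21.8, below those of WT HFD (−2.7 to 16.5), WT CD (−2.3 to 4.5) and KO CD islets (−1.4 to 23.7), whose ranges overlapped. The second component held 15.4% and set the WT HFD arrays (−13.4 to −4.3) below the WT CD arrays (−1.2 to 19.4). The KO CD arrays (−3.3 to 18.0) also lay above the WT HFD arrays and overlapped with the WT CD arrays. The KO HFD arrays (−8.6 to 10.6) overlapped with both WT groups. The first 2 components together held 47.1%. Over all 18 arrays they held 45.6%, and KO HFD arrays spread from −11.1 to 41.0 on the second component.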

We applied a principal component analysis to all expressed genes and found the first two principal components accounted for approximately 50% of the variance in the levels of gene expression (Fig. 2*C*). The complete data set can be found in the NCBI gene expression omnibus database as accession ID GSE154325.

**Figure 2:**
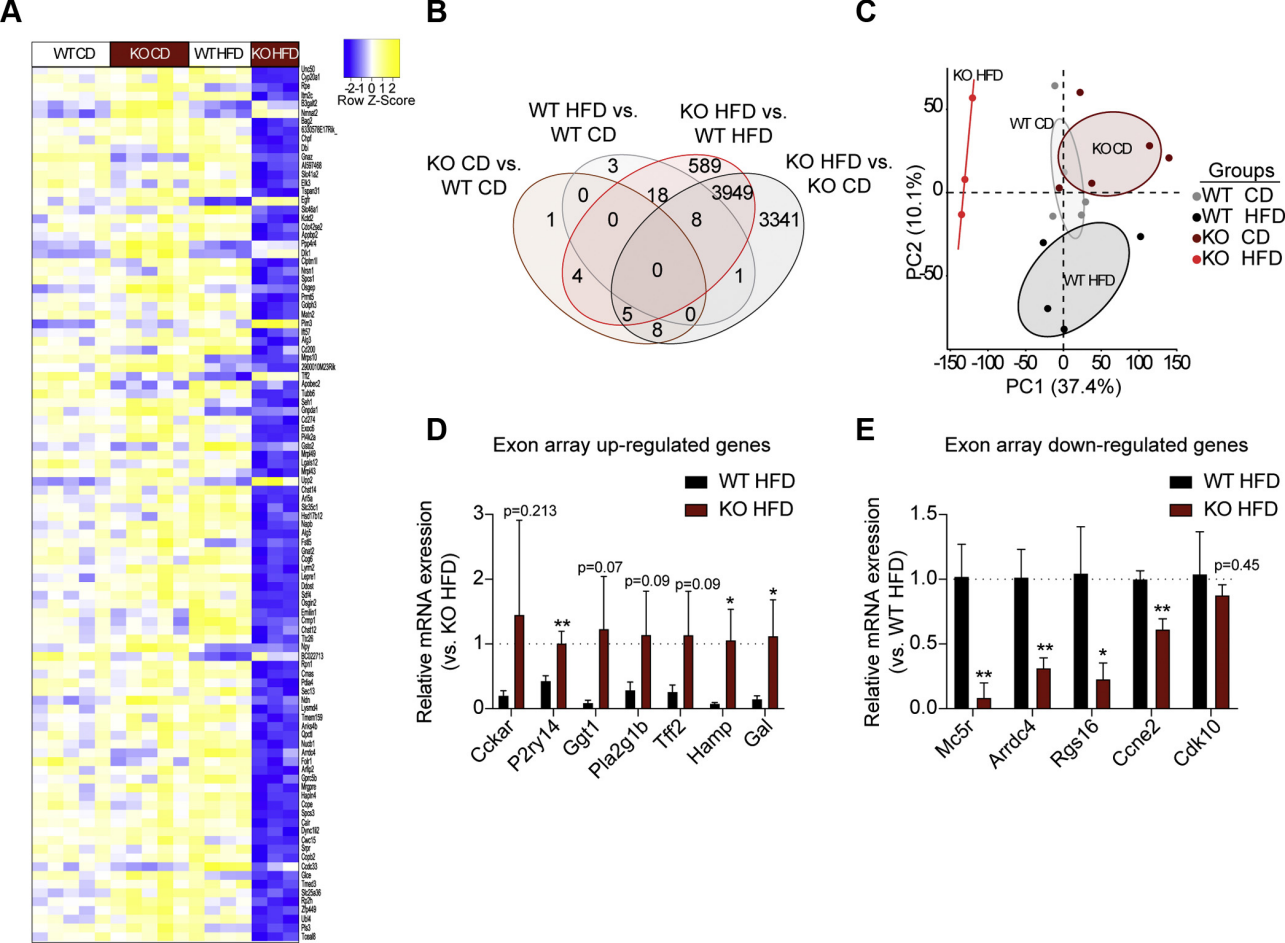
**Sixteen-week high-fat diet (HFD) feeding of Gα**_**z**_**KO mice results in wholesale alterations in gene expression profiles as compared with WT HFD-fed controls.***A*–*C*, the transcriptomics profile of isolated islets from WT and Gα_z_ KO islets after 16-week HFD or control diet (CD) feeding. N = 3 to 5 independent islet preparations/group. *A*, the heatmap indicating the top 100 most variable significantly differentially expressed genes across the four groups (Benjamini–Hochberg–adjusted *p*-value < 0.05). Z-score indicates SDs away from the mean log cpm in either a positive or negative direction. Each column represents a single mouse. *B*, four-set Venn diagram representing the total number of differentially expressed genes between groups. *C*, principal component analysis of microarray data. The numbers are indicative of mouse ID. *D*–*E*, validation of differentially upregulated (*D*) and downregulated (*E*) genes by qRT-PCR. Three independent islet preparations per group. Data represent mean ± SD and were compared within each gene by unpaired *t*-test. *p*-values > 0.05 are labeled. ∗*p* < 0.05; ∗∗*p* < 0.01. AUC, area under the curve; Gα_z_, G protein alpha-subunit; qRT-PCR, quantitative real-time PCR.

To validate the microarray results by quantitative real-time PCR (qRT-PCR), we selected from among the top 50+ upregulated and downregulated SDE genes between WT HFD and KO HFD (Tables S2 and S3, respectively) based on potential mechanistic relevance to a beta-cell secretion or the replication phenotype. These included genes encoding GPCRs (cholecystokinin A receptor; melanocortin 5 receptor; P2Y purinoceptor 14), regulators of GPCRs or G proteins (arrestin domain containing 4; regulator of G protein signaling 16), secreted peptides (Galanin; hepcidin antimicrobial protein; trefoil factor 2), metabolic enzymes producing secreted or excreted peptides or other factors (gamma-glutamyltransferase 1, phospholipase A2 group 1b), and cell-cycle genes (cyclin E2 [*Ccne2*]; cyclin-dependent kinase 10). 

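On the arrays, 10 of these 12 genes were measured, and Hamp and Ggt1 had no single-symbol transcript cluster. The receptor genes Cckar and P2ry14 rose in KO HFD versus WT HFD islets by log2 fold changes of 1.56 (SE 0.37, adjusted p = 0.0069) and 1.21 (SE 0.29, adjusted p = 0.0066), and Mc5r fell to −2.81 (SE 0.48, adjusted p = 0.0013). The regulators Arrdc4 and Rgs16 fell to −1.21 (SE 0.15, adjusted p = 3.2e-04) and −1.16 (SE 0.24, adjusted p = 0.0033). The secreted peptides galanin (Gal) and trefoil factor 2 (Tff2) rose by 1.29 (SE 0.30, adjusted p = 0.0058) and 1.53 (SE 0.28, adjusted p = 0.0018), and phospholipase A2 group 1b (Pla2g1b) rose by 1.16 (SE 0.25, adjusted p = 0.0040). The cell-cycle genes Ccne2 and Cdk10 fell to −0.89 (SE 0.14, adjusted p = 7.8e-04) and −0.60 (SE 0.12, adjusted p = 0.0023). All 10 separated the 3 KO HFD from the 4 WT HFD arrays and passed over all 18 arrays as well. In KO HFD 11, Mc5r read 8.92, against 6.44 to 8.31 in the other KO HFD and 9.62 to 10.58 in the WT HFD arrays, and Ccne2 read 7.91, against 7.29 to 7.40 and 7.93 to 8.61. The study chose these genes on these samples, so the list is not independent evidence of direction. Cckar, Tff2 and Pla2g1b are also acinar genes in the lists. The acinar enzyme mean of each array, used as a covariate, holds Pla2g1b itself and does not overlap between the 2 groups. With it the call of Arrdc4 held only at the threshold (adjusted p = 0.0498), and those of the other 9 ended. The fold changes were then 0.01 for Cckar, −0.05 for P2ry14, 0.18 for Gal, 0.20 for Tff2, 0.04 for Pla2g1b, −2.13 for Mc5r, −0.95 for Rgs16, −0.75 for Ccne2 and −0.43 for Cdk10.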

The directionality of expression change between the two groups was validated for each gene, with many of these changes being statistically significant (Fig. 2, *D*–*E*). Notably, *Ccne2* and cyclin-dependent kinase 10 were actually lower in islets from KO HFD-fed mice, with *Ccne2* being significantly so (Fig. 2*E*, right bars).

We identified pathways in which SDE genes were involved using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. 

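No acinar cell gene passed the test between KO CD and WT CD islets, although the lists leaned lower. Of 15 digestive enzymes none passed (0 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of −0.25. Of 20 other acinar cell genes none passed either (0 higher and 14 lower when adjusted over the list alone), with a median of −0.61. Camera called both lists lower at the preset correlation (adjusted p = 7.2e-15 and 5.8e-21), but not with an estimated correlation (adjusted p = 0.19 for both). The mean of the digestive enzymes per array differed by −0.29 in KO CD versus WT CD islets (exact permutation test, two-sided, p = 0.024, n = 5 and 5), and limma on the list means gave adjusted p = 0.18. Of 54 oxidative phosphorylation genes, 0 passed in limma (7 higher when adjusted over the list alone, 2 over all 18 arrays), with a median of 0.13, beside 0.04 for all genes, and an adjusted p = 0.78 with an estimated correlation. Among 50 genes of protein digestion and absorption, Dpp4, which encodes a dipeptidyl peptidase, rose by 0.42 (adjusted p = 0.044). Its call ended over all 18 arrays (adjusted p = 0.15) and in 13 of the 17 omissions of 1 array (0.051 to 0.153).
None of the 38 lists was over-represented among the 23 genes limma called changed between KO CD and WT CD islets, and 2322 genes had an unadjusted p under 0.05. Camera called 9 lists higher and 11 lower at the preset correlation and 0 with an estimated one, and fry called 0. In WT HFD versus WT CD islets 6 lists were over-represented among the lower genes. In KO HFD versus WT HFD islets 7 were over-represented among the higher and 16 among the lower genes, and in KO HFD versus KO CD islets 5 and 17. Over all 18 arrays these numbers were 5 lower lists, 6 higher and 14 lower, and 1 and 15. In the same order of comparisons, camera with an estimated correlation called 0 lists higher and 3 lower, 2 and 0, and 3 and 0. For fry the numbers were 0 and 3, 2 and 22, and 2 and 28.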

Although there were no pathways in either analysis that were significantly different in islets from WT *versus* KO CD-fed mice, islets from HFD-fed mice showed significant changes in gene expression across several pathways when compared with diet or genotype controls (Fig. 3*A*). 

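Genes that make, fold, move and break down proteins were lower in KO HFD than in WT HFD islets. Of 75 genes of protein processing in the endoplasmic reticulum, 54 fell, none rose and 21 did not pass (61 lower when adjusted over the list alone). Sec13, a coat protein of vesicles that leave the endoplasmic reticulum, fell to a log2 fold change of −0.52 (SE 0.06, adjusted p = 2.4e-04), and Ssr3, a subunit of the translocon-associated complex, to −0.60 (SE 0.07, adjusted p = 3.0e-04). Of 17 genes of protein export, 12 fell and 5 did not pass (15 lower when adjusted over the list alone), among them the signal peptidase subunits Spcs1 at −0.83 (SE 0.10, adjusted p = 3.0e-04), Spcs2 at −0.54 and Spcs3 at −0.51. Of 39 genes of N-glycan biosynthesis, 27 fell and 12 did not pass (27 when adjusted over the list alone), with the glycosyltransferase Alg5 at −0.59. The medians of these 3 lists were −0.29, −0.31 and −0.28, and after median centring of the arrays −0.12, −0.14 and −0.11. They were over-represented among the lower genes (adjusted p = 1.3e-13, 0.0012 and 1.1e-06), while camera gave adjusted p = 0.34, 0.34 and 0.48 with an estimated correlation. After median centring, protein processing and N-glycan biosynthesis were still over-represented (adjusted p = 0.0016 for each), and protein export was not (0.070).
Lists of protein breakdown fell as well. Of 35 proteasome genes, 18 fell and 17 did not pass (23 when adjusted over the list alone), with the subunit Psmd7 at −0.40. Of 77 genes of ubiquitin-mediated proteolysis, 36 fell and 1 rose (45 and 2 when adjusted over the list alone), with the ubiquitin-conjugating enzyme Ube2g1 at −0.42. Of 81 lysosome genes, 42 fell (48 when adjusted over the list alone), with the lysosomal enzymes Aga at −0.42 and Acp2 at −0.38. Of 43 genes of autophagy and mitophagy, 21 fell (26 when adjusted over the list alone), with Atg10 at −0.56. In the same order, over-representation among the lower genes had adjusted p = 0.0078, 0.0012, 4.0e-05 and 0.0078, and camera gave adjusted p = 0.58, 0.68, 0.58 and 0.69 with an estimated correlation. After median centring the medians were −0.07, −0.05, −0.03 and −0.03, 3, 9, 4 and 1 of their genes fell while 0, 4, 1 and 2 rose, and none of the 4 lists was over-represented. With cyclic loess lysosome genes split 5 higher to 3 lower. Autophagy and mitophagy was not over-represented over all 18 arrays (12 lower, adjusted p = 0.33).
Of the RNA lists, 16 of 24 RNA polymerase genes fell (17 when adjusted over the list alone), with the subunit Polr2g at −0.45. Of 75 spliceosome genes 37 fell (47 when adjusted over the list alone), of 53 ribosome biogenesis genes 26 (31) and of 54 RNA degradation genes 28 fell and 1 rose (35 and 3). Examples were Cwc15 at −0.45, Mphosph10 at −0.48 and the exoribonuclease Dis3 at −0.44. Over-representation among the lower genes had adjusted p = 4.5e-04, 4.2e-04, 0.0028 and 7.3e-04, and camera gave adjusted p = 0.50, 0.58, 0.69 and 0.68 with an estimated correlation. After median centring none of the 4 was over-represented and the medians were −0.14, −0.06, −0.06 and −0.03, and with cyclic loess the median of RNA degradation turned to 0.01. In the same KO HFD arrays the mean of the acinar digestive enzymes was higher by 0.59 than in WT HFD arrays (limma on list means, adjusted p = 7.8e-04). With that mean as a covariate, protein export (adjusted p = 0.0027) and N-glycan biosynthesis (0.022) were still over-represented among the lower genes and the other lists here were not. Errors rose, while some fold changes stayed near those without it. Examples were Psmd7 at −0.46 (SE 0.12, against 0.07 before), Dis3 at −0.46 (0.12, 0.07), Cwc15 at −0.46 (0.14, 0.08) and Aga at −0.42 (0.13, 0.08), whose calls ended. Others moved. Spcs2 grew to −0.72, Ssr3 to −0.75, Ube2g1 to −0.59 and Mphosph10 to −0.59, whereas Spcs1 shrank to −0.74 and Atg10 to −0.46. Ssr3 (adjusted p = 0.022) and Spcs2 (0.041) still passed. Sec13, Alg5, Ube2g1, Spcs1 and Spcs3 passed only at the threshold (0.0498 to 0.0499), and Psmd7 (0.060) and Dis3 (0.063) lay just past it. The line between calls that held and calls that ended is therefore not a divide between these genes.

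**Figure D3:**
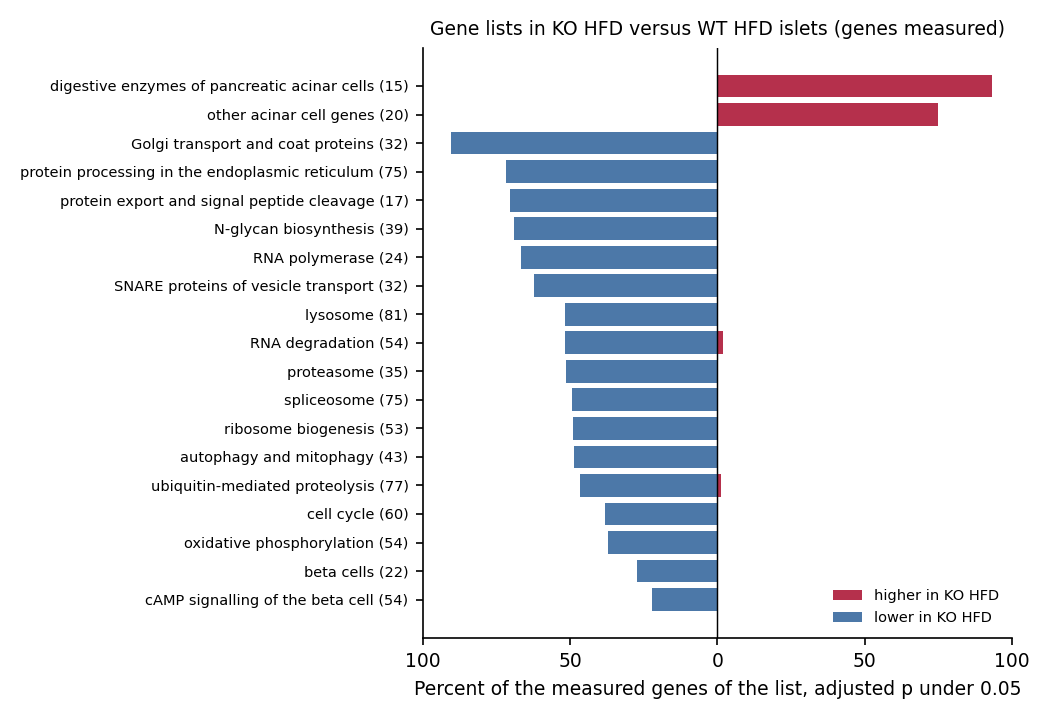
Percent of the measured genes of 19 gene lists (vertical axis) that were lower (left of 0) or higher (right of 0) in KO HFD than in WT HFD islets at an adjusted p under 0.05 from limma (horizontal axis). The processing, export, Golgi and RNA lists lie on the lower side and the acinar lists on the higher side. After median centring the lower share shrank, to 13 of 75 genes for protein processing. The pancreatic secretion list, which is not drawn, then turned to more higher than lower genes.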

Focusing specifically on KEGG pathways altered between islets of HFD-fed WT *versus* KO mice, several pathways had decreased gene expression in KO mice, including protein-turnover related pathways such as those regulating the proteasome, ribosome biogenesis, RNA polymerase, RNA degradation, protein export, proteolysis, ubiquitin-mediated proteolysis, spliceosome, N-glycan biosynthesis, protein processing in the endoplasmic reticulum, autophagy, mitophagy, and lysosome handling (Fig. 3, *A*–*B* and Table S4). (As nearly all the genes in the “metabolism” and “sphingolipid metabolism” pathways were components of other KEGG pathways, these were excluded in the heat map shown in Fig. 3*A* for clarity). 

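Genes of pancreatic acinar cells were higher in KO HFD than in WT HFD islets. Of 15 digestive enzymes, 14 rose, none fell and 1 did not pass (15 higher when adjusted over the list alone), and of 20 other acinar cell genes 15 rose (16). Among the enzymes, the elastase Cela1 rose by a log2 fold change of 0.93 (SE 0.17, adjusted p = 0.0017), the lipase relatives Pnliprp2 by 1.01 (SE 0.22, adjusted p = 0.0037) and Pnliprp1 by 0.78 (SE 0.15, adjusted p = 0.0022). Among the other acinar genes, Cuzd1 rose by 1.97 (SE 0.36, adjusted p = 0.0019), the trypsin inhibitor Spink1 by 1.92 (SE 0.39, adjusted p = 0.0031) and the granule membrane protein Gp2 by 1.75 (SE 0.32, adjusted p = 0.0018). The medians were 0.43 and 1.18. Both lists were over-represented among the higher genes (adjusted p = 1.7e-24 and 1.0e-23), and camera gave adjusted p = 0.062 for both with an estimated correlation.
The pathway lists that hold these enzymes went both ways. Of 69 pancreatic secretion genes, 12 rose, 14 fell and 43 did not pass (13 higher and 14 lower when adjusted over the list alone). Of 50 genes of protein digestion and absorption, 6 rose and 8 fell (6 and 7). The 6 were the proteases Ctrb1, Ctrl, Cpb1, Prss2, Cela3b and 2210010C04Rik, and among the 8 were the amino acid transporter Slc16a10 at −0.71 (SE 0.10, adjusted p = 5.1e-04) and the collagens Col4a1 at −0.29 and Col4a2 at −0.28. Of 25 genes of fat digestion and absorption, 6 rose and 5 fell (6 and 5). Abca1, a cholesterol transporter, rose by 0.56 (SE 0.08, adjusted p = 3.9e-04), and the other 5 were the enzyme genes Cel, Clps, Pla2g1b, Pnliprp1 and Pnliprp2. Of 31 glycerolipid metabolism genes, 4 rose and 11 fell (4 and 11), with diacylglycerol kinase epsilon (Dgke) at −0.60 (SE 0.13, adjusted p = 0.0034). The medians of the 4 lists were −0.08, −0.08, −0.05 and −0.06, and after median centring 0.09, 0.09, 0.11 and 0.11. The mean of pancreatic secretion was 0.04 and that of fat digestion 0.09, opposite in sign to their medians. Protein digestion, fat digestion and glycerolipid metabolism were over-represented among the higher genes (adjusted p = 3.6e-04, 6.7e-06 and 0.0044). This ended for glycerolipid metabolism after median centring (0.091) and for protein digestion after quantile normalization (0.17). With an estimated correlation camera gave adjusted p = 0.34 for pancreatic secretion, 0.49, 0.34 and 0.68. Of the genes named here that are not enzymes of acinar cells, Abca1 still passed with the acinar enzyme mean as a covariate. It did so only at the threshold (0.58, SE 0.13, adjusted p = 0.0499). The calls of Slc16a10 (−0.52, SE 0.16), Col4a1 (−0.25, SE 0.09), Col4a2 (−0.26, SE 0.09) and Dgke (−0.36, SE 0.19) ended, with larger errors and, for Dgke above all, a smaller fold change.
The mean of the other acinar genes per array was 11.13 ± 0.62 (SD, n = 3) in KO HFD and 10.04 ± 0.24 (SD, n = 4) in WT HFD islets. The arrays of the 2 groups did not overlap in it (exact permutation test, two-sided, p = 0.029, the smallest p that 3 arrays against 4 allow). Within the islet numbers 1 to 11 the difference was 1.70 (1 KO HFD array against 3) and within 12 to 18 it was 1.06 (2 against 1).

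**Figure D4:**
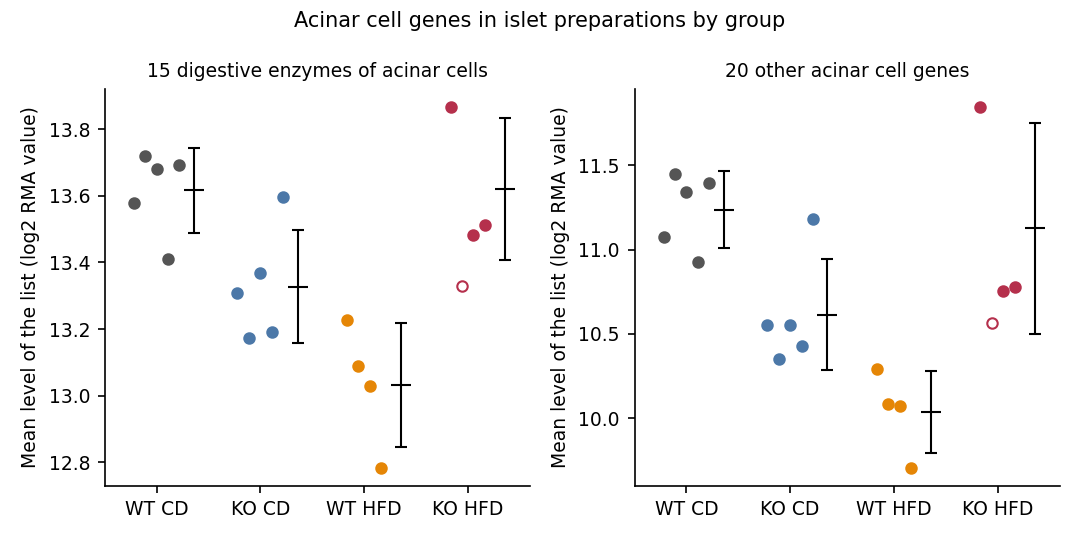
Mean log2 level per array (vertical axis) of 15 digestive enzymes and of 20 other acinar cell genes (1 panel each) in the 4 groups (horizontal axis). Each point is 1 mouse, the open point is KO HFD array 11, and the black marks show the mean and SD over the other arrays; WT HFD arrays are lowest in both panels, at 13.03 ± 0.19 for the enzymes, against 13.62 ± 0.21 in KO HFD, 13.33 ± 0.17 in KO CD and 13.62 ± 0.13 in WT CD islets.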

Only four KEGG pathways were upregulated in HFD-fed KO islets *versus* HFD-fed WT islets—glycerolipid metabolism, protein digestion and absorption, fat digestion and absorption, and pancreatic secretion (Fig. 3, *A*–*B* and Table S4). 

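The genes that fell in WT islets on HFD were mostly acinar. Of 15 digestive enzymes, 8 fell and none rose (15 lower when adjusted over the list alone), and of 20 other acinar cell genes 11 fell (17). Spink1 fell to a log2 fold change of −2.08 (SE 0.34, adjusted p = 0.024), Tff2 to −1.84 (SE 0.24, adjusted p = 0.016) and Gp2 to −1.72 (SE 0.28, adjusted p = 0.024), and the enzymes Cela1 and Pla2g1b to −0.91 (SE 0.15, adjusted p = 0.024) and −1.47 (SE 0.22, adjusted p = 0.024). Of 69 pancreatic secretion genes, 7 fell and none rose (15 lower when adjusted over the list alone), and these were the enzymes Pla2g1b, Pnliprp2 at −1.14 (adjusted p = 0.024), Pnliprp1 at −0.76 (adjusted p = 0.029), Cela3b, Cel and Cpb1 and the cholecystokinin receptor Cckar at −1.76 (adjusted p = 0.040). Of 25 genes of fat digestion and absorption 4 fell (5), all of them among these enzymes, of 31 glycerolipid metabolism genes 3 (3: Pnliprp1, Pnliprp2 and Cel), and of 50 genes of protein digestion and absorption 2 (7: Cela3b and Cpb1). Of 12 duct cell genes the mucin Muc1 fell (−1.63, adjusted p = 0.040; 0.068 over all 18 arrays; 7 lower when adjusted over the list alone). The mean of the duct genes per array differed by −0.34, with no overlap of the arrays (limma on list means, adjusted p = 0.0016).
Among the lower genes, fat digestion, glycerolipid metabolism and protein digestion were over-represented (adjusted p = 7.3e-07, 1.4e-04 and 0.020), as were the digestive enzymes (2.2e-18) and the other acinar genes (1.4e-25). With an estimated correlation camera gave adjusted p = 0.044 for each of the acinar lists, 0.45 for pancreatic secretion and fat digestion, 0.29 for protein digestion and 0.99 for glycerolipid metabolism, whose median was 0.01 and mean −0.06. Protein digestion was not over-represented over all 18 arrays (1 lower, adjusted p = 0.34), after median centring (1) or after quantile normalization (0.37). The acinar lists had adjusted p = 0.051 with an estimated correlation over all 18 arrays. The mean of the digestive enzymes differed by −0.58 and that of the other acinar genes by −1.20 in WT HFD versus WT CD islets, with no overlap of the arrays (exact permutation test, two-sided, p = 0.0079 for both, the smallest p that 4 arrays against 5 allow). As limma called 0 genes without WT CD 5, WT CD 6, WT CD 15, WT HFD 9 or WT HFD 16, no call named here held under each omission.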

Interestingly, these are the same four pathways significantly downregulated in WT CD *versus* WT HFD islets (Fig. 3*C* and Table S5). 

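In KO islets, some acinar genes were higher on HFD than on CD, by less than between the genotypes on HFD. Of 15 digestive enzymes 7 rose and none fell (11 higher when adjusted over the list alone), and of 20 other acinar cell genes 6 rose (3). Cela3b rose by a log2 fold change of 0.37 (SE 0.13, adjusted p = 0.026) and the ribonuclease Rnase1 by 0.35 (SE 0.12, adjusted p = 0.026). The enzyme mean was higher by 0.29 (exact permutation test, two-sided, p = 0.089, n = 3 and 5) and the mean of the other acinar genes by 0.51 (p = 0.14 from the same exact test), and limma on the list means gave adjusted p = 0.032 and 0.058. Without KO HFD 10 the differences were 0.17 and 0.15 (adjusted p = 0.22 and 0.49). The other acinar mean differed by 1.36 within islet numbers 1 to 11 (1 KO HFD array against 3 KO CD arrays) and by −0.04 within 12 to 18 (2 against 2). Of 25 genes of fat digestion and absorption, 4 rose and 5 fell (4 and 5 when adjusted over the list alone; Abca1, Cel, Pnliprp1 and Pnliprp2 rose), and of 69 pancreatic secretion genes 6 rose and 20 fell (1 and 17). Over-represented among the higher genes were the enzymes (adjusted p = 2.7e-08; 0.29 with an estimated correlation), the other acinar genes (3.5e-06; 0.29) and fat digestion (0.0036; 0.48). With all 18 arrays none of the 3 was (0.42, 1 and 1), and after quantile normalization the enzymes (0.24) and fat digestion (0.33) were not. The array added there, KO HFD 11, had a fat digestion mean of 11.12, against 9.19 to 9.59 in the others. Its list members Fabp2, Apoa4 and Fabp1, known from intestinal epithelium, lay far above every other array. The outcome of fat digestion over all 18 arrays therefore says little about the other arrays. Protein digestion (3 higher, 11 lower; 0 and 8 when adjusted over the list alone) and glycerolipid metabolism (3 and 11) were not (adjusted p = 0.19 and 0.063).
Of 718 olfactory receptor genes, 30 rose and 8 fell (1 and 0 when adjusted over the list alone), as in Olfr1389 at 0.51 (SE 0.11, adjusted p = 0.0016), Olfr1238 at 0.51 (SE 0.10, adjusted p = 9.8e-04) and Olfr1410 at 0.36 (SE 0.10, adjusted p = 0.0064). Their median was 0.03. The receptors are dim: their mean level per array was 5.14 to 5.27, near the 5th percentile of the genes tested (4.87 to 5.01). They were over-represented among the higher genes (adjusted p = 3.0e-06; 0.0053 over all 18 arrays), and camera gave adjusted p = 1.1e-04 with an estimated correlation. After median centring 164 rose and 0 fell, after quantile normalization 22 and 2 and after cyclic loess 16 and 1, and under none of these were they over-represented. With all 18 arrays 2 digestive enzymes and 1 other acinar gene rose and limma called 0 genes of fat digestion higher. The call of Cela3b ended without KO CD 2, KO CD 12 or KO HFD 10 (adjusted p = 0.063, 0.063 and 0.16), and that of Rnase1 without the same arrays (0.064, 0.058 and 0.18).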

KO mice showed the inverse relationship, in that fat digestion and pancreatic secretion, as well as olfactory transduction, were upregulated by HFD feeding (Fig. 3C and Table S6). In all three comparisons, pancreatic secretion was the most significant differentially regulated KEGG pathway in HFD feeding (downadjusted *p*-value = 5.027 × 10^−10^, WT CD *versus* WT HFD; upadjusted *p*-value = 3.71 × 10^−9^, WT HFD *versus* KO HFD; and upadjusted *p*-value = 1.0 × 10^−2^ KO HFD *versus* KO CD). 

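With the hand-written list of 69 genes, pancreatic secretion was over-represented among the lower genes in WT HFD versus WT CD islets (adjusted p = 1.9e-10) and among the higher genes in KO HFD versus WT HFD islets (1.1e-09) and in KO HFD versus KO CD islets (0.0036). Of the lists named after the paper's pathways, it had the smallest p among the lower genes of the first comparison and among the higher genes of the second. In the third, the olfactory receptors had a smaller one, as had the digestive enzymes and the other acinar genes in all 3. With all 18 arrays the 3 values were 2.6e-07, 1.2e-08 and 1. The first was 1 without WT CD 5, WT CD 6, WT CD 15, WT HFD 8, WT HFD 9 or WT HFD 16. The third was 1 without KO CD 1, KO CD 2, KO CD 12 or KO HFD 10, 0.18 without KO CD 3 and 0.14 without KO HFD 18. The third call also ended after median centring, after quantile normalization and with array weights. With an estimated correlation camera did not call the list in the first or the second comparison.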

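Of the 14 pancreatic secretion genes that fell in KO HFD versus WT HFD islets, 13 were genes of signaling, ion transport and vesicle traffic and 1 was the phospholipase gene Pla2g2d (−0.55, adjusted p = 0.041; 0.12 over all 18 arrays, and 0.060 to 0.21 without WT HFD 7, 9 or 16 or KO HFD 10 or 18), and those that rose were acinar enzymes and the receptor Cckar. Of 49 signaling, transport and trafficking genes of this list, 1 rose (Cckar), 13 fell and 35 did not pass (1 and 13 when adjusted over the list alone). The small GTPase Rab3d fell to a log2 fold change of −0.54 (SE 0.08, adjusted p = 5.7e-04), and the sodium pump subunit Atp1b3 to −0.50 (SE 0.10, adjusted p = 0.0030). The calcium pump Atp2b4 fell to −0.47 (SE 0.10, adjusted p = 0.0047), Gnas, which encodes the stimulatory G protein alpha-subunit, to −0.21 (SE 0.05, adjusted p = 0.0060), and Adcy3, an adenylyl cyclase, to −0.23 (SE 0.07, adjusted p = 0.026). Of the enzymes, Cela3b rose by 0.65 (adjusted p = 0.0034), Prss2 by 0.43 (adjusted p = 0.0056), Cel by 0.41 (adjusted p = 0.0047), Cpb1 by 0.36 (adjusted p = 0.0033) and Ctrl by 0.35 (adjusted p = 0.0033). The median of the 49 genes was −0.09, and 0.08, 0.02 and 0.03 after median centring, quantile normalization and cyclic loess, where 6, 5 and 5 of them rose and 3, 4 and 2 fell. Rab3d and Atp1b3 passed under each of these scalings, whereas Gnas read −0.04, −0.01 and 0.002 and Adcy3 −0.07, −0.11 and −0.10 and neither passed. With the acinar enzyme mean as a covariate none of these 5 calls held, at −0.48 (SE 0.13) for Rab3d, −0.41 (SE 0.17) for Atp1b3, −0.27 (SE 0.16) for Atp2b4, −0.16 (SE 0.08) for Gnas and −0.21 (SE 0.12) for Adcy3; the errors rose, and the fold change of Atp2b4 shrank most. Adcy3 also did not pass without WT HFD 7 (adjusted p = 0.083), KO HFD 10 (0.088) or KO HFD 17 (0.070). In the same arrays the other acinar mean differed by 0.95 over all 18 arrays, where 1 of the 49 genes rose and 8 fell.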

Figure 3*D* shows a diagram of the Log2 fold-change of the SDE genes in the pancreatic secretion pathway in WT HFD *versus* KO HFD, with a number of these as known regulators or effectors of cAMP signaling in the beta cell. These gene expression changes after 16 weeks of HFD feeding are associated with significantly higher *ex vivo* islet insulin secretion after 26 to 30 weeks of HFD feeding (Fig. 3*E*), at the same time that glucagon secretion is lower in islets from HFD-fed KO mice as than in WT mice (Fig. 3*F*). Therefore, the resistance of Gαz KO mice to HFD-induced glucose intolerance appears due to enhanced insulin secretory capacity and not a primary effect of Gαz loss on beta-cell replication. Furthermore, owing to the wholesale shift in pancreatic secretion pathways, many of which are associated with cAMP signaling, it is unlikely any one gene or handful of genes is responsible for this phenotype.

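Most genes of cAMP signaling and of granule release that passed the test in KO HFD versus WT HFD islets were lower. Of 54 genes of cAMP signaling of the beta cell, none rose, 12 fell and 42 did not pass (0 and 12 when adjusted over the list alone). Prkacb, a catalytic subunit of protein kinase A, fell to a log2 fold change of −0.32 (SE 0.07, adjusted p = 0.0041) and its regulatory subunit Prkar1a to −0.26 (SE 0.06, adjusted p = 0.0054). The median was −0.09, and it turned to 0.08, 0.06 and 0.05 after median centring, quantile normalization and cyclic loess, where 5, 5 and 7 genes rose and 1, 2 and 1 fell. Prkacb (adjusted p = 0.15) and Prkar1a (0.22) did not pass after median centring. The list was not over-represented among the lower genes, and camera gave adjusted p = 0.86 with an estimated correlation. Of 40 genes of regulated exocytosis of the beta cell, 4 rose and 14 fell (4 and 15 when adjusted over the list alone). The vesicle fusion proteins Napb and Nsf fell to −0.90 (SE 0.11, adjusted p = 3.2e-04) and −0.38 (SE 0.07, adjusted p = 0.0025). The presynaptic protein gene Pclo rose by 0.30 (SE 0.07, adjusted p = 0.0045), a call that ended over all 18 arrays (adjusted p = 0.096). The other 3, chosen after their values were seen, were the calcium channel genes Cacna1a, Cacna1c and Cacna1d, and over all 18 arrays limma called 0 of the 40 higher and 12 lower. The exocytosis list was over-represented among the higher genes (adjusted p = 0.010; 1 over all 18 arrays), although its median was −0.13 and camera gave adjusted p = 0.99 with an estimated correlation. The acinar enzyme mean rose by 0.59 in the same KO HFD arrays. With it as a covariate Napb (−0.88, SE 0.18, adjusted p = 0.0498) and Pclo (0.49, SE 0.09, adjusted p = 0.047) still passed, close to the threshold. The other 3 calls ended. Prkacb shrank to −0.20 (SE 0.11), while Prkar1a at −0.25 (SE 0.10) and Nsf at −0.38 (SE 0.12) kept their fold changes as errors rose from 0.06 and 0.07. From the shift in pancreatic secretion pathways, many of them tied to cAMP signaling, the paper holds it unlikely that a single gene or a few genes account for the protection of the KO mice, and it proposes that enhanced insulin secretory capacity underlies the protection.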

**Figure 3:**
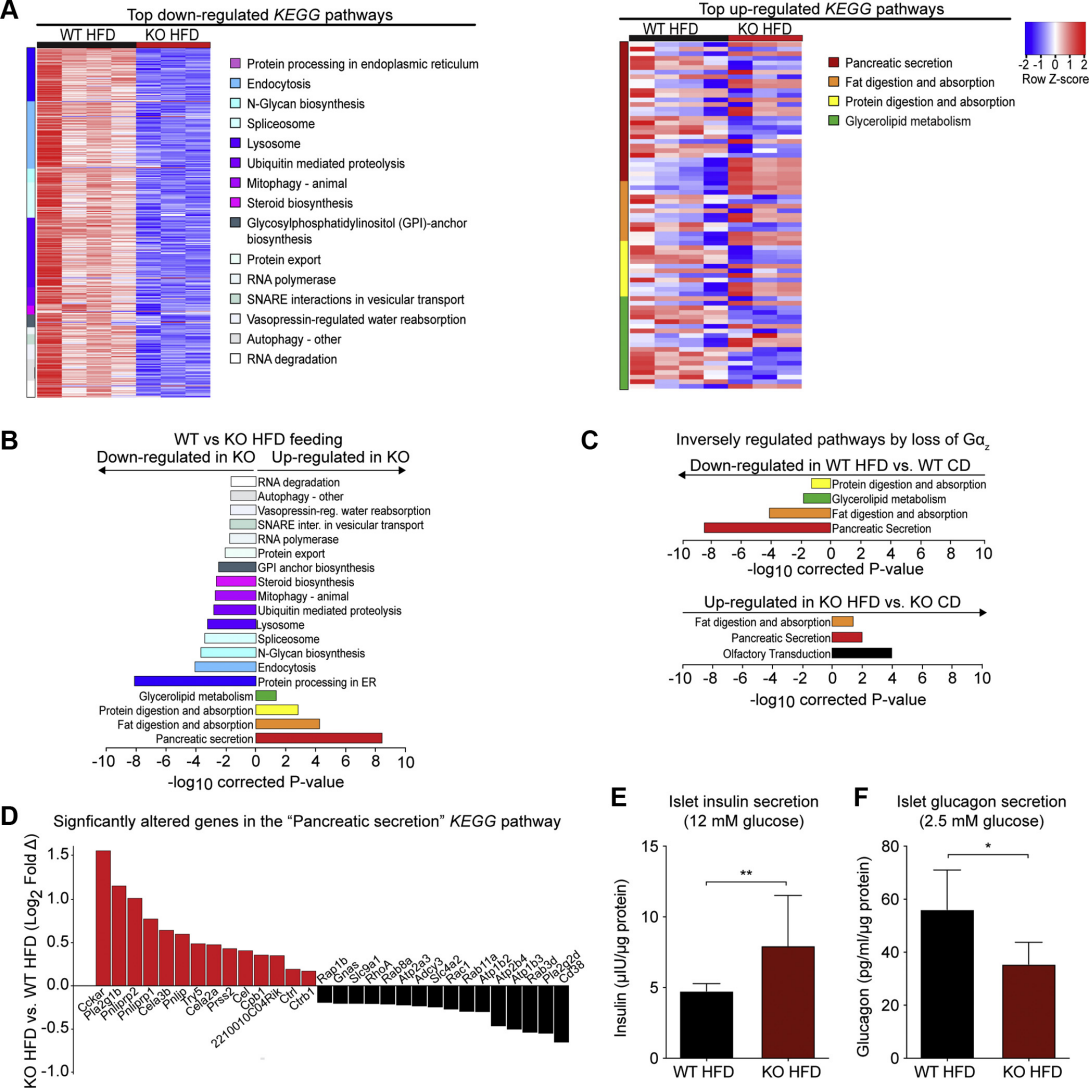
**Sixteen-week HFD feeding of Gα**_**z**_**KO mice significantly alters islet secretion–related gene profiles: an effect that correlates with enhanced insulin secretion at study end.***A*–*D*, transcriptomics profile of isolated islets from WT and Gα_z_ KO islets after 16-week high-fat diet (HFD) or control diet (CD) feeding. N = 3 to 5 independent islet preparations/group. *A*, the heatmap indicating the relative expression of genes involved in the most significantly enriched biological Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways based on genes differentially expressed in islets from HFD-fed WT *versus* KO mice (q < 0.05, false-discovery rate). Genes in more than one significantly enriched KEGG pathway are listed only once and assigned to the most significantly affected pathway. *B*, pathway enrichment analysis of KEGG pathways significantly upregulated or downregulated islets from HFD-fed WT *versus* HFD-fed KO mice. Colors are matched to those of the pathways shown in panel *A*. *C*, pathway enrichment analysis performed as shown in panel *B* showing HFD feeding has an inverse effect on significantly affected pathways in islets from WT *versus* KO mice. Colors are matched to those of the pathways shown in panel *A*. *D*, significantly altered genes in the pancreatic secretion pathway in islets from HFD-fed KO *versus* WT mice. Data were analyzed as described in Experimental procedures. *E*–*F*, insulin secretion (*E*) and glucagon secretion (*F*), both as normalized to total protein, from islets isolated from WT and Gα_z_ KO mice after 25 to 29 weeks of HFD feeding (8). N = 5 to 7 independent islet preparations/group. Data represent mean ± SD and were compared by unpaired *t*-test. ∗*p* < 0.05; ∗∗*p* < 0.01. Gα_z_, G protein alpha-subunit.

### Beta-Cell loss of Gα_z_ protects against HFD-induced fasting hyperglycemia and glucose intolerance

Gα_z_ protein expression is limited to the brain, retina, platelets, and pancreatic islets (10, 11). To prove the effect of Gα_z_ loss on protection from glucose intolerance is beta cell specific, we repeated the original extended HFD feeding study using a previously generated and validated βKO transgenic line in the B6J background (6). Like the full-body Gα_z_ KO mice in the B6N substrain, 12-week-old βKO had nearly identical glucose and insulin tolerance as their WT controls (Fig. 4, *A*–*B*). After 28 weeks of CD or HFD feeding, both HFD-fed groups were significantly heavier than CD-fed mice, with no differences in weight by genotype (Fig. 4*C*). As with the original B6N study (8), fasting blood glucose and glucose tolerance were severely impacted by HFD feeding in WT B6J mice: effects that were significantly decreased in βKO mice (Fig. 4, *D*–*E*). Yet, in contrast to our previous study, but consistent with prior B6J HFD studies (17, 18), insulin sensitivity was only mildly affected by long-term HFD feeding and did not differ by genotype (Fig. 4*F*). Experimental evidence of the increased insulin sensitivity of lean B6J mice comes from the fact several young mice or CD-fed mice, regardless of the genotype, had to be rescued with glucose injection 30, 45, or 60 min after insulin injection (noted by ˆ in Fig. 4, *B*–*F*). In all of our previous studies in the B6N substrain, we have never had to rescue a mouse because of hypoglycemia during insulin tolerance tests (ITTs) (M.E.K., personal observations).

**Figure 4:**
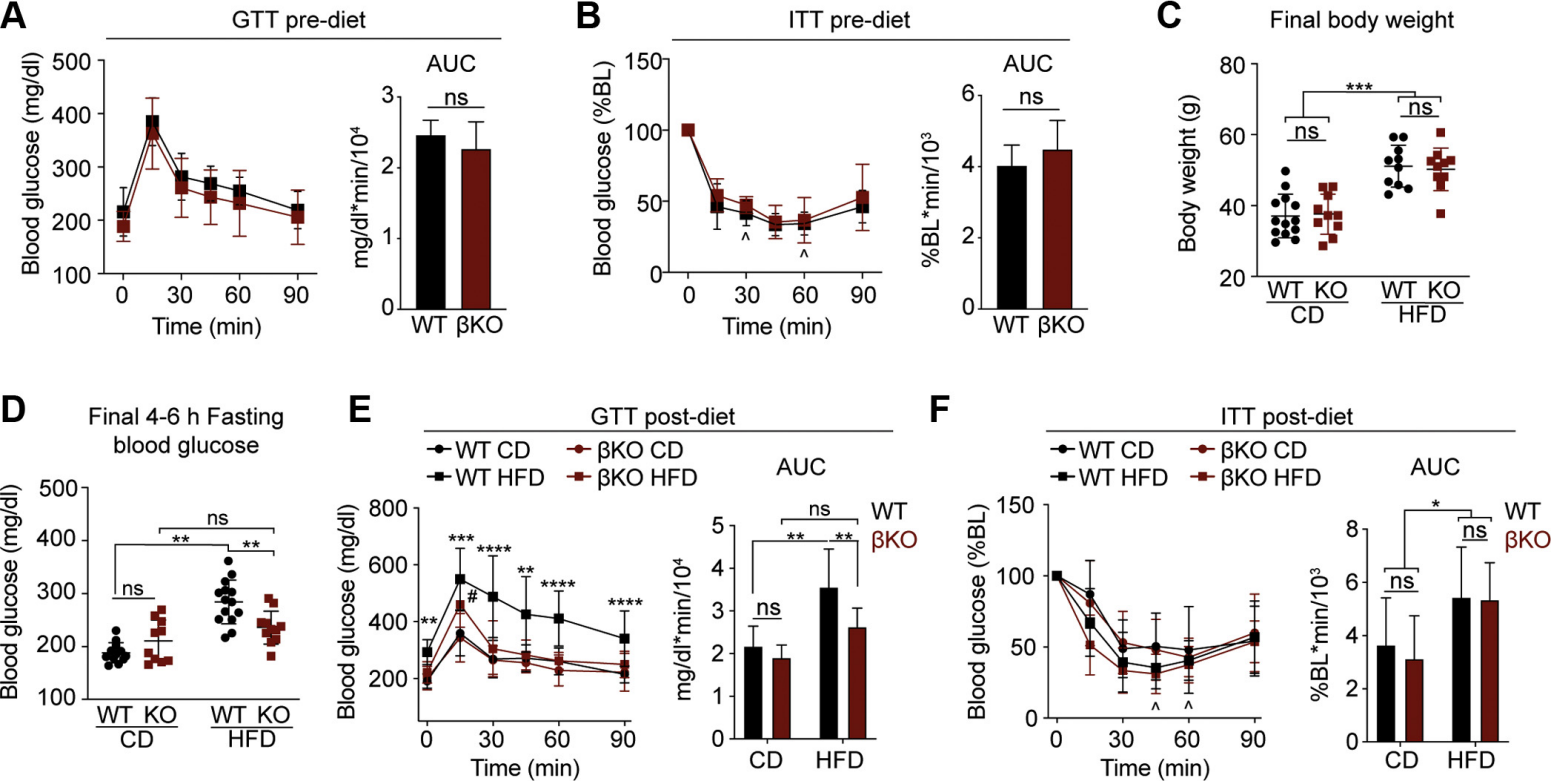
**Beta cell–specific loss of Gα**_**z**_**protects C57BL/6J mice from developing hyperglycemia and glucose intolerance after 28 weeks of HFD feeding independent of effects on insulin sensitivity.***A*–*B*, baseline metabolic phenotypes of 11-week-old chow-fed WT and βKO mice. *A*, oral glucose tolerance (1 g/kg) as represented by glucose excursion (*left*) or AUC from zero (*right*). Twelve to 19 mice/group. *B*, IP insulin tolerance (0.75 U/kg) as represented by glucose excursion normalized to baseline (*left*) or AUC of the normalized data from zero (*right*). N = 9 to 18 mice/group. *C*–*F*, metabolic phenotypes of 39-week-old WT and βKO mice after 28 weeks of control diet (CD) or high-fat diet (HFD) feeding. Ten to 14 mice/group. *C*, body weights. *D*, 4 to 6 h fasting blood glucose levels. *E*, oral glucose tolerance (1 g/kg) as represented by glucose excursion (*left*) or AUC from zero (*right*). *F*, IP insulin tolerance (0.75 U/kg) as represented by glucose excursion normalized to baseline (*left*) or AUC of the normalized data from zero (*right*). Data represent mean ± SD and were analyzed as described in Experimental procedures. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. In panel *E*, #*p* < 0.05 for KO HFD *versus* WT CD at the 15-min time point. ˆ in panels *B* and *F* indicate time points in which young and/or CD-fed mice of both genotypes had to be rescued by glucose injection during ITTs (n = 2 of 18 WT and 1 of 9 βKO in panel *B* and 5 of 12 WT and 5 of 10 βKO in panel *F*). AUC, area under the curve; Gα_z_, G protein alpha-subunit; ITT, insulin tolerance tests; ns, not significant.

### Beta-cell loss of Gα_z_ does not enhance beta-cell replication in the insulin-sensitive B6J substrain

Gα_z_ KO mice in the B6N background display a synergistic increase in beta-cell replication with HFD feeding, resulting in significantly increased beta-cell mass (8). Yet, although βKO mice in the B6J background have identical T2D protection as full-body Gα_z_ KO mice in the B6N background, there is no individual or synergistic effect of HFD feeding or Gα_z_ loss on the percentage of Ki67-positive beta cells (Fig. 5*A*). Although the mean Ki67 positivity of HFD-fed βKO beta cells is lower than that of the other three groups, this is not statistically significant (Fig. 5*A*, right), and, when the results are plotted on the same axis as those from the original HFD study in the B6N background (8), none of the data points exceed the mean Ki67 positivity of even CD-fed B6N beta cells (Fig. 5*B*). This phenotypic difference is also apparent in a lack of enhancement of the beta-cell fractional area in B6J mice by Gα_z_ loss or HFD feeding (Fig. 5*C*). Although we did not record pancreas weights in the present study to calculate beta-cell mass, our original study found the greater influence of HFD feeding on beta-cell mass was the islet size/volume (8): a value that may be hidden in beta-cell fractional area calculations if the volume of the pancreas is greater. Therefore, to be able to directly compare the results of our two studies, we normalized the insulin-positive slide area from densiometry analyses to the mean of their own WT control group, revealing the significant enhancement in Gα_z_ KO insulin-positive area by HFD feeding in the B6N substrain is lost in the B6J substrain (Fig. 5*D*). A lack of effect of Gα_z_ loss on beta-cell mass in the B6J substrain is further supported by quantifying islet insulin content, which is unchanged in HFD-fed βKO B6J mice (Fig. 5*E*), as compared with the 2-fold enhancement found in HFD-fed KO B6N mice (8).

**Figure 5:**
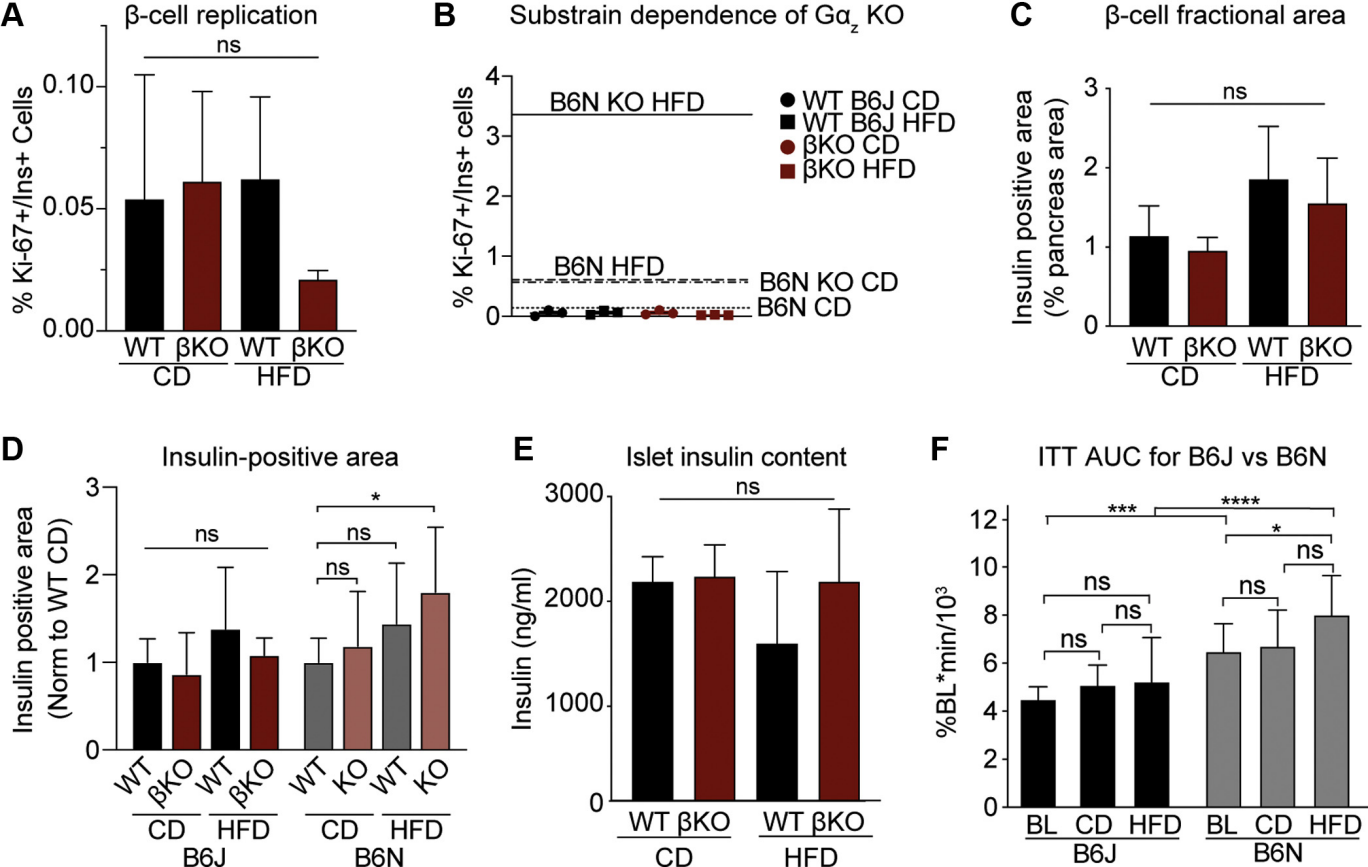
**Beta-cell replication is not affected by HFD feeding or loss of Gα**_**z**_**in insulin-sensitive B6J mice.***A*, quantification of Ki67-positive beta cells by immunofluorescence of pancreas slide sections from WT and βKO mice after CD or HFD feeding. Data represent the percentage total number of beta cells with Ki67-positive fluorescence. All islets from 2 pancreas sections of 3 mice of each group were used in this analysis (n = 3). *B*, raw values for %Ki67-positive beta cells from panel *A* as plotted on the same Y-axis as the original HFD study in full-body Gα_z_ KO mice in B6N background, with the mean values (8) indicated by labeled lines. *C*, the beta-cell fractional area, or the insulin-positive area as a percentage of the total pancreas area from slide sections. Three pancreases/group. *D*, insulin-positive slide area from the 28-week B6J HFD-feeding study described in this work and the previously published 26- to 30-week B6N HFD-feeding study (8), both as normalized to their own WT CD group. N = 3 to 4 pancreas/group. *E*, the insulin content of islets isolated from WT and βKO mice after CD or HFD feeding. N = 3 to 9 independent islet preparations/group. *F*, compiled area under the curve (AUC) analyses of insulin tolerance tests from WT B6J mice (Figs. 1 and 4) and WT B6N mice (Fig. 1 and (8)) at baseline (BL: 11 weeks of age) and after 26 to 30 weeks of CD or HFD feeding. Data represent mean ± SD. Data in panels *A* and *C*–*E* were analyzed by one-way ANOVA with the following preselected comparisons: WT CD *versus* WT HFD, WT CD *versus* KO CD, KO CD *versus* KO HFD, and WT HFD *versus* KO HFD. The Holm–Sidak test was used post hoc to correct for multiple comparisons. In panel *F*, data were analyzed by two-way ANOVA with the Holm–Sidak test post hoc to correct for multiple comparisons. ∗*p* < 0.05, ∗∗∗*p* < 0.01, and ∗∗∗∗*p* < 0.0001. Gα_z_, G protein alpha-subunit; ns, not significant.

Of all of the metabolic phenotypes tested (weight gain, insulin sensitivity, fasting blood glucose, and glucose tolerance), the only phenotype that was significantly different between our two studies was the apparent effect of HFD feeding on insulin sensitivity. Using the blood glucose levels at baseline and 30, 60, and 90 min after insulin challenge—the time points consistent among all of our studies—we calculated insulin areas under the curve (AUCs). Even at baseline (11 weeks of age), B6N mice are much less insulin sensitive than B6J mice, with insulin AUCs approximately one-third greater (Fig. 5*F*). Long-term CD feeding had little effect on insulin AUCs in either substrain, and, while the mean ITT AUC was higher in both HFD-fed groups than their own baseline, this was only statistically significant in the B6N background (Fig. 5*F*). Finally, long-term HFD feeding in the B6N background approximately doubled the ITT AUC, representative of the severe insulin resistance characterized in our previous work (8). These substrain-specific differences are not a factor of beta-cell Cre expression, as insulin sensitivity of Cre-negative littermates was nearly identical (data not shown).

### Beta-cell loss of Gα_z_ improves islet insulin secretion independent of agonist-sensitive EP3 receptor activity

Islets isolated from WT or Gα_z_ βKO mice after 28 weeks of CD or HFD feeding were treated *ex vivo* with basal (1.7 mM) or stimulatory (16.7 mM) concentrations of glucose, the latter with or without 10-nM exendin-4 (Ex4), which acts through the cAMP-stimulatory GLP1R to potentiate GSIS (see model in Fig. 6*G*). Islets from all groups secreted more insulin in response to 16.7-mM glucose *versus* 1.7-mM glucose, although this difference was not statistically significant in islets from WT HFD-fed mice (Fig. 6*A*, solid *versus* dotted bars). Islets from both CD-fed groups had a strong (∼3-fold) potentiating response to 10-nM Ex4, whether shown as the ng/ml secreted insulin (Fig. 6*A*, solid *versus* diagonally striped bars) or the proportion of individual islet preparations secreting more insulin in glucose + Ex4 than glucose alone (Fig. 6*B*). In both cases, islets from WT HFD-fed B6J mice were essentially nonresponsive to Ex4 (Fig. 6, *A*–*B*). Islets from HFD-fed Gα_z_ βKO mice, on the other hand, had a remarkably improved potentiation of GSIS with Ex4 (Fig. 6*A*), and all islet preparations were Ex4 responsive (Fig. 6*B*).

**Figure 6:**
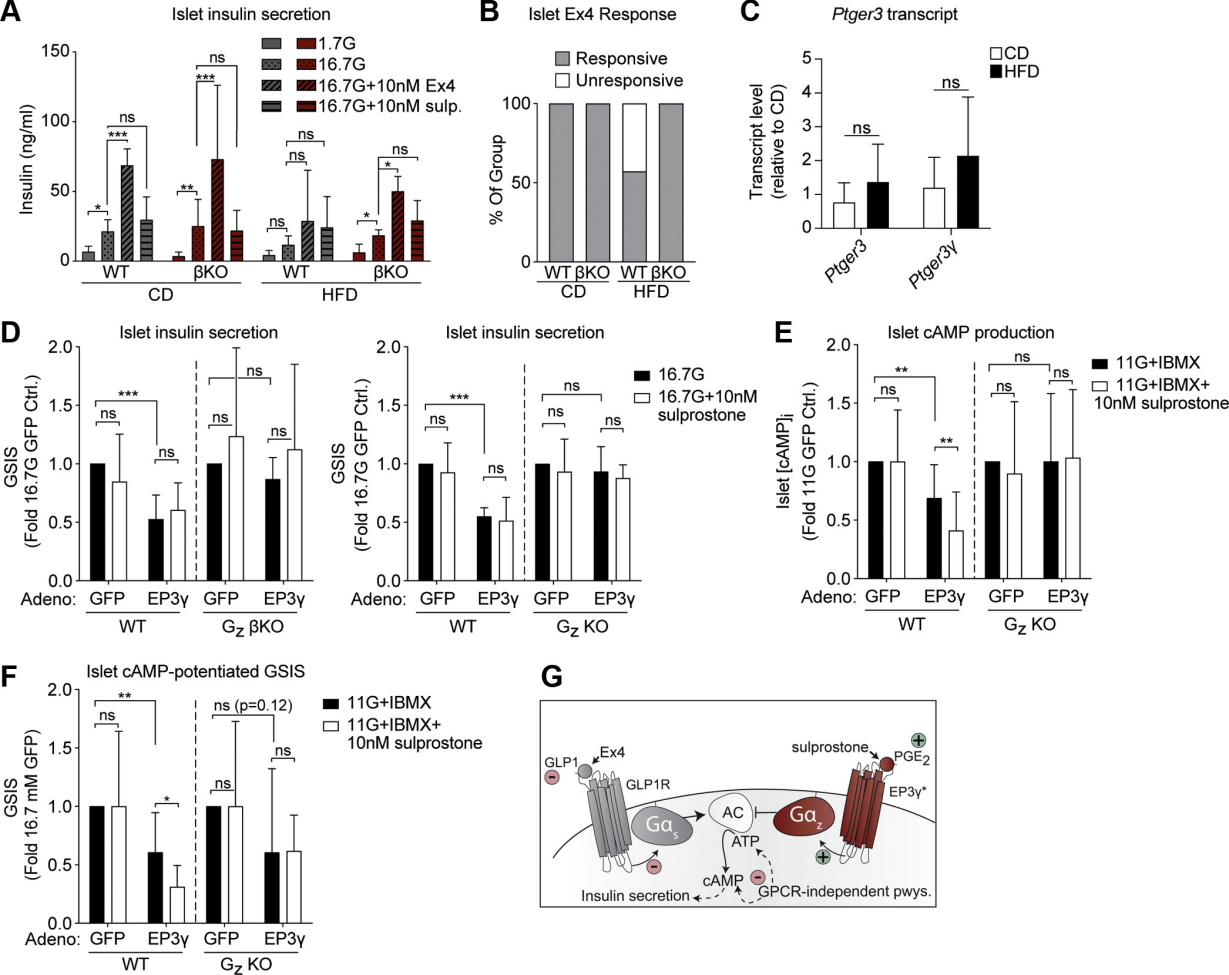
**Loss of beta-cell Gα**_**z**_**preserves islet glucose and incretin responsiveness in HFD-fed mice and ablates the inhibitory effect of EP3γ on islet GSIS and cAMP production.***A*, insulin secreted from WT and βKO mice after 28 weeks of CD or HFD feeding. Islets were treated with the indicated glucose concentrations with or without the addition of exendin-4 (Ex4) or sulprostone. N = 3 to 9 independent islet preparations per group. *B*, the proportion of islet preparations in panel *A* with a higher insulin secretion response with Ex4 than without. *C*, relative islet mRNA expression of the *Ptger3* gene or the EP3γ splice variant (*Ptger3γ*) as measured by qRT-PCR. Cycle times were normalized within each group to beta actin, and the fold change in expression *versus* WT CD calculated *via* the 2^ΔΔCt^ method. N = 4 to 6 independent islet preparations/group. *D*, insulin secreted in stimulatory glucose ± sulprostone in islets isolated from WT and βKO B6J mice (*left*) or WT and KO B6N mice (*right*) when islets are adenovirally overexpressing HA-EP3γ or GFP control. *E*, intracellular cAMP levels ([cAMP]_i_) in islets from GFP- or HA-EP3γ-expressing WT and ΚΟ B6N mice in response to IBMX ± sulprostone. *F*, insulin secreted from the islets shown in panel *E*. In panels *D*–*F*, n = 3 independent islet preparations per group. Data represent mean ± SD and were analyzed as described in Experimental procedures. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. *G*, the model of the signaling pathways studied in this work and whether they are known to be downregulated (*red minus signs*) or upregulated (*green plus signs*) in the beta-cell dysfunction of T2D. The *asterisk* after EP3γ indicates its partial constitutive activity. B6J, C57BL/6J; B6N, C57BL/6N; CD, control diet; Gα_z_, G protein alpha-subunit; GSIS, glucose-stimulated insulin secretion; HA-EP3γ, hemagglutinin-tagged EP3γ; HFD, high-fat diet; IBMX, 3-isobutyl-1-methylxanthine; ns, not significant; qRT-PCR, quantitative real-time PCR; T2D, type 2 diabetes.

The arachidonic acid metabolite, PGE_2_, is the most abundant native ligand for the cAMP-inhibitory EP3. Circulating PGE metabolite levels are elevated in human subjects with diabetes and in mouse models of the disease, including the extended HFD model used in this work (8, 19, 20, 21, 22, 23, 24, 25). In the beta cell, EP3 has been suggested as specifically coupling to Gα_z_ and not other Gα_i/o_ subfamily members (8, 9, 26, 27, 28) (see model in Fig. 6*G*). To test a role for EP3 in mediating the beta-cell dysfunction observed in the present study, islets were treated with the EP3-selective agonist, sulprostone. Somewhat surprisingly, sulprostone had no effect on GSIS in any group, even in islets from WT HFD-fed mice (Fig. 6*A*, horizontally-striped bars). Furthermore, although *Ptger3* mRNA is expressed in islets from CD- and HFD-fed B6J mice, its abundance does not differ by diet (Fig. 6*C*, left).

The mouse EP3 receptor exists in three splice variants, EP3α, EP3β, and EP3γ, differing in their pharmacological properties (29). Notably, EP3γ has been shown to have up to 80% constitutive activity (30, 31, 32). Splice variant–specific primers for the EP3γ isoform (*Ptger3γ*) confirmed expression in islets from both CD- and HFD-fed B6J mice, again, with no difference by diet (Fig. 6*C*, right). To confirm EP3γ constitutive activity and specific coupling to beta-cell Gα_z_, islets from Gα_z_ βKO B6J mice, Gα_z_ KO B6N mice, or their WT controls were transduced with an adenovirus expressing hemagglutinin (HA)-tagged EP3γ (HA-EP3γ)or GFP control (Fig. S1 confirms HA-EP3γ protein expression by the Western blot). EP3γ expression reduced WT B6J and B6N islet GSIS by about 50%, with no additional effect of sulprostone treatment (Fig. 6*D*). The inhibitory effect of EP3γ was completely ablated in the absence of beta-cell Gα_z_, with no phenotypic difference between islets from full-body Gα_z_ KO or βKO mice, confirming the beta-cell autonomy of this effect (Fig. 6*D*). To confirm specific molecular mechanisms, cAMP production assays were performed in islets from CD-fed WT and KO mice in the presence of the phosphodiesterase inhibitor, 3-isobutyl-1-methylxanthine (IBMX), to block cAMP degradation. These results essentially mirrored those of the GSIS assays, in that EP3γ expression alone had a significant inhibitory impact on [cAMP]_i_ that was dependent on beta-cell Gα_z_ expression (Fig. 6*E*). In [cAMP]_i_ assays, however, sulprostone treatment further reduced [cAMP]_i_ (Fig. 6*E*). These results are not incongruous, as IBMX treatment generates a wide dynamic range for overexpressed EP3γ to reduce cAMP levels, allowing us to detect both constitutive- and agonist-sensitive EP3γ activity, which, in the mouse beta cell, appear solely mediated by Gα_z_. This hypothesis was confirmed by using the stimulation buffer from the cAMP production assay in an insulin ELISA (Fig. 6*F*). Although it is not statistically significant, there may be a cAMP-independent, Gα_z_-independent effect of EP3γ overexpression on GSIS revealed when cAMP levels are clamped high, which we are following up in a different study.

## Discussion

In this work, we confirmed the protection of beta cell–specific Gα_z_ KO mice from HFD-induced hyperglycemia and glucose intolerance nearly exactly phenocopies the protection of full-body Gα_z_ KO mice. The most likely mechanism for this phenotype is improved GSIS, and, more importantly, incretin-potentiated GSIS. Through islet transcriptomics, we found 16-week HFD feeding of WT B6N male mice reduced the expression of a host of genes involved in pancreatic secretion pathways, including those known to be related to cAMP signaling. These gene expression changes occurred early in the disease when fasting blood glucose was only mildly elevated and glucose intolerance had not progressed to fulminant T2D. 

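In WT HFD versus WT CD islets, 1 of the 49 signaling, transport and trafficking genes of pancreatic secretion passed, the receptor Cckar, which was lower (0 and 2 when adjusted over the list alone). It is also an acinar cell gene in the lists. The list was not over-represented among the lower genes (adjusted p = 0.38). Of the 54 genes of cAMP signaling of the beta cell limma called 0 higher and 0 lower (1 and 0 when adjusted over the list alone), with a median log2 fold change of −0.01. Across all 14860 genes 28 passed in this comparison and 1260 had an unadjusted p under 0.05. With so few calls in all, counts of 0 or 1 say little about lists of this size.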

Although the present study is only correlative, we propose wholesale changes in gene expression patterns, particularly those related to pancreatic secretion and cAMP signaling pathways, may mediate the progression from impaired glucose tolerance to T2D during HFD feeding. 

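The diet response of acinar genes differed between the genotypes. The rise on HFD in KO islets, minus that in WT islets, was 0.88 for the mean of the digestive enzymes (limma on list means, adjusted p = 7.4e-04) and 1.71 for the mean of the other acinar genes (7.6e-04). Of the 15 enzymes 14 had a positive interaction that passed (15 when adjusted over the list alone), and of the 20 other acinar genes 16 (18). With an estimated correlation camera gave adjusted p = 0.033 for both lists. Of the 69 pancreatic secretion genes 14 had a positive and 14 a negative interaction (over-represented among the positive ones, adjusted p = 1.2e-11; 0.29 with an estimated correlation). In all, 4849 genes passed the interaction, 216 positive and 4633 negative, and 1189 after median centring (692 and 497). With the acinar enzyme mean as a covariate limma called 0 (3398 at an unadjusted p under 0.05), while the median interaction over all genes was −0.22 with it and −0.18 without, so the calls ended without a smaller median, as the median SE rose from 0.11 to 0.19.
Of the 25 genes lower in WT HFD than in WT CD islets, 22 were higher in KO HFD than in WT HFD islets, where 0.330 would be shared by independent lists. Both comparisons use the WT HFD arrays, with opposite sign, and with these arrays split so that none was shared, 2 a side, such genes numbered 0, 0, 0, 0, 3 and 13. The diet comparisons share no array, and of the same 25 genes 8 were higher in KO HFD than in KO CD islets past the test and 21 at any p. Across all genes the correlation of the diet response in WT with that in KO islets was −0.0942, and 52.6% of genes had opposite signs, where genes are not independent replicates. It turned to 0.0859 without KO HFD 10 and 0.0451 without WT HFD 7. The paper states that loss of Gαz does not only prevent but reverses these changes, and it gives this as evidence that they matter for physiology.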

Some of the best evidence for the physiological relevance of these alterations in gene expression is that Gα_z_ loss does not just prevent them but actually reverses their directionality. Alternatively, in prior work with the T2D BTBR-Ob mouse model, we find acute treatment with EP3 agonists noncompetitively antagonize agonists of the GLP1R, limiting their maximal potentiating effect on cAMP production and GSIS (22). In the present study, we cannot confirm whether the effects of Gα_z_ loss on enhanced glucose-stimulated and incretin-potentiated insulin secretion are mediated by chronic effects on secretory gene expression profiles, acute modulation of cAMP production, or both, although we favor a combined model.

The acute insulin response after glucose challenge has been well documented to deteriorate with age and duration of HFD feeding in this mouse model of T2D (33, 34, 35). Although islets from HFD-fed Gα_z_ KO mice secrete more insulin in stimulatory glucose than those from WT HFD-fed mice, their GSIS response is not returned to that of CD-fed animals, regardless of whether mice are in the B6N or B6J background (8). These *ex vivo* islet results are consistent with those of *in vivo* oral glucose tolerance tests (OGTTs), as after 16 weeks or 28 weeks of HFD feeding, the blood glucose levels of Gα_z_ KO or βKO mice are just as elevated as their WT HFD-fed counterparts. Long-term HFD feeding of mice in B6 substrains functionally uncouples voltage-dependent calcium channels from insulin secretory granules (36). This effect is reproduced by chronic treatment of primary mouse or human islets with high levels of palmitate: a mimic of the overnutrition, inflammation, and dyslipidemia associated with obesity and insulin resistance (37). In light of this, it is not surprising that Gα_z_ loss does not fully restore GSIS to that of islets from CD-fed mice.

By 30 min after oral glucose challenge, the blood glucose levels of HFD-fed Gα_z_ KO and βKO mice are indistinguishable from those of CD-fed mice. A defective incretin response has long been understood as a primary contributor to the beta-cell dysfunction of T2D (38, 39). In the present study, an improved *ex vivo* incretin response is readily apparent in islets from Gα_z_ βKO mice as compared with WT HFD-fed controls. As we did not measure plasma insulin levels during OGTTs, we cannot confirm this correlates with increased incretin-potentiated release of insulin from beta cells *in vivo*. Yet, particularly in HFD feeding models, plasma insulin levels are a poor correlate of beta-cell function (33, 34). As compared with B6N mice, 16-week HFD-fed B6J mice have only a mild potentiation of plasma insulin after glucose challenge, and, in both substrains, this potentiation has returned to baseline by 5 to 10 min (18). This is consistent with our original HFD study, in which only a weak elevation in plasma insulin levels was discovered 10 min after glucose administration in HFD-fed B6N mice (8). In a lean, healthy background, however, the potentiation of *ex vivo* islet and *in vivo* GSIS responses by Gα_z_ loss do directly correlate with each other, as evidenced by studies of Gα_z_ KO mice in the Balb/c strain (7).

Previous findings by our group showed full-body loss of Gα_z_ results significantly augments beta-cell proliferation and beta-cell mass during HFD feeding (8). In this study, we did not observe a beta-cell autonomous role for Gα_z_ in beta-cell proliferation. This was somewhat surprising, as in the B6N study, Gα_z_ loss alone augments beta-cell Ki67 positivity after 30 weeks of HFD feeding, although not nearly to the extent as when Gα_z_ KO mice are fed the HFD (8). Furthermore, EP3 has been identified as a negative regulator of beta-cell proliferation (12). We believe this phenotypic discrepancy is attributable to B6 substrain differences that affect their metabolic phenotype (40). Young B6N mice start out with some degree of insulin resistance: a phenotype that is affected by HFD feeding to a much greater degree than in the B6J substrain (18, 40). As cAMP signaling has been shown to be important in the beta-cell proliferative response (41), loss of beta-cell Gα_z_ may be permissive toward enhanced replication in context where beta-cell mass is required, such as in the pathophysiological context of moderate-to-severe insulin resistance. On the other hand, known cell-cycle genes were poorly represented among the top 100+ genes differentially expressed in our transcriptomics analysis. Furthermore, when tested by qRT-PCR, their expression was actually lower in islets from KO HFD-fed mice than in WT HFD-fed mice. Therefore, it is also possible the enhanced secretory phenotype of HFD-fed KO mice, allowing them to effectively maintain euglycemia long-term, prevents the beta-cell stress that would detrimentally affect beta-cell replication. In this model, enhanced beta-cell replication would be completely Gα_z_ independent. 

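Of 60 measured cell-cycle genes, 23 were lower and none higher in KO HFD than in WT HFD islets (0 and 29 when adjusted over the list alone). E2f2, a transcription factor of the G1/S transition, fell to a log2 fold change of −0.39 (SE 0.06, adjusted p = 7.8e-04), and cyclin D1 (Ccnd1) fell to −0.35 (SE 0.07, adjusted p = 0.0029). The median was −0.28, and −0.11 after median centring, where 5 genes fell and E2f2 (adjusted p = 0.073) and Ccnd1 (0.17) did not pass. The list was not over-represented among the lower genes (adjusted p = 0.12), and camera gave adjusted p = 0.58 with an estimated correlation. With all 18 arrays 8 fell (5 when adjusted over the list alone). None of the 60 was among the 100 genes ranked first by the F test across groups, or by p in KO HFD versus WT HFD islets, and 1 (Cdk10) was among the 100 first in KO HFD versus KO CD islets. Independent lists would share 0.404. Mki67, a marker of dividing cells, had a log2 fold change of −0.31 (SE 0.35, adjusted p = 0.54) in KO HFD versus WT HFD islets. With the acinar enzyme mean, which rose by 0.59 in the same KO HFD arrays, as a covariate, the calls of Ccnd1 and E2f2 ended at −0.20 (SE 0.10) and −0.30 (SE 0.10), both smaller and with larger errors, and Mki67 read 0.18 (SE 0.56).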

Future studies will be required to differentiate these possibilities.

Four decades ago, elevated PGE_2_ signaling was postulated as contributing to the beta-cell dysfunction of diabetes (23, 24, 25, 42). Previous work from our group confirmed the role agonist-sensitive EP3 signaling in the beta-cell dysfunction of T2D, both with regard to cAMP production and downstream GSIS (8, 22, 43). Figure 6*G* shows our model of the GPCR-mediated signaling pathways studied in this work and how, independent of any changes in EP3 expression, loss of Gα_z_ can compensate for the underlying secretory defects found in mouse models of T2D. EP3γ, although it is agonist responsive, has robust constitutive activity. Therefore, because beta-cell EP3γ is solely coupled to Gα_z_, loss of Gα_z_ ablates the ability of EP3γ to act as a tonic brake on cAMP production, reducing the ability of the beta cell to secrete insulin in response to glucose, but, more importantly, the ability of GLP1R agonists to potentiate this response. Although there is no increase in EP3γ expression in B6J islets with HFD feeding, the brake EP3γ elicits is likely stronger in the context of HFD feeding, where circulating PGE_2_ levels are known to be elevated (8). In the right context, chronic loss of EP3γ activity may be permissive toward increased beta-cell mass, although effects on secretion alone appear sufficient to explain the phenotype observed in the 28-week HFD study performed in this work. Continued study of this previously undescribed agonist-independent EP3γ/Gα_z_ signaling pathway may help in identifying new T2D therapies, as well as improving the efficacy of cAMP-based therapies currently being used.

## Experimental procedures

### Antibodies and reagents

Radioimmunoassay (RIA)-grade bovine serum albumin (A7888) and Ex4 (E7144) were purchased from Sigma-Aldrich. Insulin ELISA antibodies (insulin + proinsulin antibody, 10R-I136a; insulin + proinsulin antibody, biotinylated, 61E-I136bBT) were from Fitzgerald Industries. The 10 ng/ml insulin standard (8013-K) and assay buffer (AB-PHK) were from Millipore. RPMI 1640 medium (11879–020, no glucose), penicillin/streptomycin (15070–063), and fetal bovine serum (12306C: qualified, heat inactivated, USDA-approved regions) were from Life Technologies. Dextrose (D14–500) was from Fisher Scientific. Mouse anti-actin (8H10D10), goat anti-rabbit horseradish peroxidase (HRP)-conjugated secondary antibody (7074), and horse anti-mouse HRP-conjugated secondary antibody (7076) were from Cell Signaling Technology. Guinea pig anti-insulin (discontinued), background-reducing antibody diluent (S302281-2), and serum-free protein block (X090930-2) were from Dako (Agilent). A second guinea pig anti-insulin was from Abcam (AB7842). Rabbit anti-Ki67 mAb D3B5 (9129) was from Cell Signaling Technology. Citrate-based antigen-retrieval solution (H-3300) and VECTASHIELD Mounting Medium with DAPI (H-2000) were from Vector Laboratories. FITC-coupled donkey anti-rabbit antibody (711-095-152) and Cy3-coupled goat anti–guinea pig antibody (707-165-148) were from Jackson Immunoresearch. The RNeasy Mini Kit (74104) and RNase-free DNase set (79254) were from Qiagen. High-Capacity cDNA Reverse Transcription Kit (4368814) was from Applied Biosystems. Rat anti-HA High-Affinity antibody (11867423001) and FastStart Universal SYBR Green Master Mix (4913850001) were from Millipore-Sigma. Sulprostone (14765) was from Cayman Chemical. Pierce ECL plus (32132) and the Pierce bicinchoninic acid (BCA) Protein Assay Kit (23227) were from Thermo Fisher.

### Animal husbandry and the diet-induced obesity model

Gα_z_ full-body KO mice on the B6N background (FBKO) and βKO on the B6J background have both been previously described and validated for the expected tissue-specific loss of Gα_z_ protein (6, 8). Breeding colonies were maintained at the University of Wisconsin Breeding Core Facility. Experimental mice were generated by single or double heterozygous crosses as appropriate and transferred to investigator-accessible housing in the William S. Middleton Memorial Veterans Hospital Animal Research Facility between 3 and 4 weeks of age. Mice were maintained in a temperature- and humidity-controlled environment with a 12:12-h light/dark cycle and *ad libitum* access to pelleted mouse chow (Rodent Laboratory Chow 5001; Purina, Neenah, WI) and acidified water (Innovive, San Diego, CA). At 11 weeks of age, experimental mice were switched to either a 45 kcal% fat diet (D12451; Research Diets, New Brunswick, NJ) or 10 kcal% fat diet (D12450B; Research Diets), both irradiated, for either 16 weeks (FBKO microarray study) or 28 weeks (βKO phenotyping study). These studies were approved by the Institutional Animal Care and Use Committees of the University of Wisconsin-Madison and the William S. Middleton Memorial Veterans Hospital, which are both accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. Treatment of all animals was per the standards set forth by the National Institutes of Health Office of Animal Care and Use. Only male mice were used in these experiments.

### OGTTs and ITTs

On the morning of testing, mice were weighed and transferred to new cages free of food for 4 to 6 h. Blood glucose was recorded by tail nick using an AlphaTRAK veterinary glucometer and rat/mouse-specific test strips (Zoetis, Parsippany, NJ). OGTTs were performed by gavage of a sterile 1 g/kg glucose solution in 0.9% saline (made using a 20% glucose stock), and ITTs were performed by intraperitoneal injection of 0.75 U/kg short-acting recombinant human insulin (Humulin R; Eli Lilly). Blood glucose readings were averaged within genotypes at each time point and data presented as means ± SE (OGTT) or percentage baseline blood glucose (ITT). AUC analyses were calculated by normalizing data from each mouse to its own baseline value. OGTT and ITT glucose excursion curves were analyzed by two-way paired ANOVA with row means for each time point compared with those of WT CD-fed mice and the Holm–Sidak test post hoc to correct for multiple comparisons. Final body weights, final fasting blood glucose levels, and OGTT and ITT AUC results were analyzed by one-way ANOVA of the following preselected comparisons: WT CD *versus* WT HFD, WT CD *versus* KO CD, KO CD *versus* KO HFD, and WT HFD *versus* KO HFD. The Holm–Sidak test was used post hoc to correct for multiple comparisons.

### Immunohistochemistry and immunofluorescence analyses of pancreas slide sections

Insulin immunohistochemistry and insulin and Ki67 immunofluorescence were performed on formalin-fixed, paraffin-embedded pancreas sections essentially as previously described (5, 8). Briefly, for insulin insulin immunohistochemistry, a 1:500 dilution of Dako guinea pig anti-insulin primary antibody and 1:2000 goat anti-guinea pig HRP-coupled secondary antibody were used. After development, slides were counter-stained with hematoxylin and imaged using an EVOS FL automated pan-and-stitch microscope (Thermo Fisher). Images were analyzed using ImageJ (64-bit) software (the National Institutes of Health, Bethesda, MD) with shading correction to quantify the total insulin-positive area (representative of the islet size) and the insulin-positive area as normalized to the total area of the pancreas section (beta-cell fractional area). Pancreas sections from N = 3 mice per group were used in this analysis.

For insulin and Ki67 coimmunofluorescence experiments, rabbit anti-Ki67 (1:200) and guinea pig anti-insulin (Abcam - 1:75) were applied to sections overnight at 4 °C. After a PBS wash, slides were incubated for 30 min with 1:400 FITC anti-rabbit and 1:200 Cy3 anti–guinea pig secondary. Sections were counterstained with DAPI using the VECTASHIELD Mounting Medium. Images were captured using uniform exposure settings on a Leica DM4000B microscope (Leica Microsystems, Wetzlar, Germany) and photographed with a Retiga 4000R digital camera (QImaging Systems, Surrey, BC, Canada). ImageJ was used to manually count Ki67-positive and insulin-positive nuclei, and the percentage of Ki67+ beta cells for each islet was calculated. All islets from the entire pancreas section area were quantified, with two sections quantified per mouse (N = 3 mice/group).

### Mouse pancreatic islet isolation and culture

At the indicated ages before or after control or HFD feeding, islets were isolated from experimental mice using a collagenase digestion procedure as described (44). In some cases, islets were cultured in RPMI 1640 containing the indicated glucose concentration and 10% heat-inactivated FBS and penicillin/streptomycin before downstream assay.

### RNA isolation and quality control for microarray experiments

Approximately 300 islets per mouse (N = 5 per group) were hand-picked from contaminating acinar tissue into a microfuge tube containing 1-ml PBS and washed one additional time with PBS, using a pulse vortex/centrifugation method previously described. PBS was gently aspirated from the islet pellet, and 200-μl RLT buffer (Qiagen) was added. Islets were lysed using a plastic micropestle homogenizer, and RNA was purified using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s directions. RNA quality was assessed by electrophoresis using a Eukaryote Total RNA Pico cartridge and Bioanalyzer 2100 instrument (Agilent). The minimum RNA Integrity Score of samples subject to microarray analysis was 7.40, with most samples having RNA Integrity Scores of 8.0 or above. One HFD-fed WT mouse islet sample and one HFD-fed Gα_z_ KO islet sample failed RNA quality control.

### Islet exon array and quantitative PCR gene expression analyses

Islet gene expression patterns were quantified using Mouse GeneChip Exon 1.0 ST Array chips (Affymetrix) by the University of Wisconsin Biotechnology Center, Gene Expression Center. The output data were analyzed using R, version 3.5.3 (45). Differential gene expression was quantified, and figures were produced using the limma package with the metabolomics wraparound package (46). Genes without an ID were removed from analysis; therefore, our analysis was based on 16,291 genes. Our final analysis represents independent islets preparations from N = 5 WT CD-fed mice, N = 4 WT HFD-fed mice, N = 5 Gα_z_ KO CD-fed mice, and N = 3 Gα_z_ KO HFD-fed mice, as data from one Gα_z_ KO HFD-fed mouse islet sample was removed from further analysis because of anomalies identified during data exploration. To detect differentially expressed genes between treatment groups, an empirical Bayes moderated linear model was fitted to each gene (47). The empirical Bayes approach shrinks the estimated sample variances by borrowing information from across genes. Fold changes were estimated using contrasts between WT CD and WT HFD mice, WT CD and KO CD, and WT HFD and KO HFD mice. *p*-values for each comparison were adjusted using the Benjamini–Hochberg procedure using a false discovery rate of 5% (48). Testing for over-representation of KEGG pathways was performed using genes with an adjusted *p*-value from the linear model of <0.05 (49). KEGG pathways were considered with an adjusted *p*-value of <0.05. A principal component analysis plot was performed on all identified genes using the limma metabolomics package. For a selected subset of genes, microarray results were confirmed by relative qRT-PCR using cDNA generated from purified RNA samples and SYBR Green Master Mix using a previously established protocol (5).

### Islet insulin and glucagon secretion assays from 26- to 30-week FBKO HFD feeding study

Islets from HFD-fed WT or Gα_z_ KO mice were cultured overnight in an islet medium containing 8.4-mM glucose before assay. For static insulin secretion assays, islets were washed and preincubated in Krebs-Ringer bicarbonate buffer (KRBB) containing 2.8-mM glucose for 45 min before being switched to 12-mM glucose for 45 min. For static glucagon secretion assays, islets were washed and preincubated in KRBB containing 25-mM glucose for 45 min before being switched to 2.8-mM glucose for 45 min. The secretion buffer was decanted, islets were washed in PBS and resuspended in 100 μl of lysis buffer (20-mM Tris-HCl, pH 7.5; 150-mM NaCl, 1-mM Na_2_EDTA, 1-mM EGTA, 1% Triton X, 2.5-mM sodium pyrophosphate, 1-mM β-glycerophosphate, 1-mM sodium orthovanadate, and 1 μg/ml leupeptin), and the BCA assay was performed to determine the protein content. Secreted insulin and glucagon were measured by RIA according to the manufacturers’ instructions (Coat-A-Count Insulin RIA kit, Diagnostic Products Corp, Los Angeles, CA, and Glucagon RIA kit, Linco Research, St Louis, MO). Secreted insulin (μIU) and secreted glucagon (pg/ml) were both normalized to the total protein content (in μg) of the corresponding islet pellet. Other phenotyping results have been previously published (8).

### Islet insulin secretion assays from 28-week βKO HFD feeding study

Islets were plated individually into a 96-well V-bottomed tissue culture-treated plate containing 100 μl of islet medium per well and incubated overnight in a tissue-culture incubator, during which time fibroblasts surrounding the islet adhere to the dish. Single-islet GSIS assays were performed essentially as previously described (50). Briefly, islets were washed and preincubated for 45 min in a 0.5% BSA KRBB containing 1.7-mM glucose and 0.5% BSA. Islets were then incubated for an additional 45 min in the buffer containing the indicated glucose concentrations and compounds. The secretion medium was collected, and islets were washed 1X in PBS and lysed in 100 μl of lysis buffer to determine the insulin content. Insulin was assayed by in-house ELISA as previously described (22). To account for islet loss during the assay, replicates with insulin content values <200 ng/ml (∼10-fold less than the mean of all other replicates) or percent insulin secretion values above 10% (∼10-fold higher than the mean of all other replicates) were excluded from the analysis. The group with the most islet loss was the WT-HFD group, with approximately 12.5% of islets disadhering (a result consistent with our observations of adherence being affected by islet health). Islets from the other 3 groups had little-to-no islet loss during the assay.

### Adenoviral transduction of primary islets for exogenous protein expression

To create an adenovirus-expressing mouse EP3γ, the coding sequence of an N-terminally HA-EP3γ was amplified from a pcDNA3.1 vector (a kind gift of Dr Richard Breyer, Vanderbilt University) and cloned in pVQAd CMV eGFP (ViraQuest, North Liberty, IN) using a Gibson assembly kit according to the manufacturer’s protocol (New England BioLabs). The resulting construct was sequence-validated by the UW Biotechnology Center before being shipped to ViraQuest (North Liberty, IN) for virus amplification, purification, concentration, validation of replication incompetence, and quantification of plaque-forming units (PFU). High-titer VQAd CMV eGFP HA-EP3γ adenovirus (∼10^12^ PFU) was shipped back to the investigator, along with a high-titer VQAd CMV eGFP control. To overexpress GFP or HA-EP3γ in primary mouse islets, freshly isolated islets were picked into a 6-cm petri dish containing 0.5 μl/ml high-titer adenovirus for 2 to 3 h before being transferred to a dish containing a fresh islet medium. All downstream assays were performed 3 days after transduction. Adenovirally transduced islets used for the Western blot and GSIS assays were from 10- to 12-week-old chow-fed Gα_z_ FBKO or βKO mice or their WT controls, and islets used in cAMP assays were from 34- to 42-week-old WT and Gα_z_ βKO mice fed the 10 kcal% fat CD for 22 to 30 weeks starting at 12 weeks of age.

### Western blot

For each lane, approximately 150 islets, 3 days after transduction, were pelleted, washed, resuspended in 100-μl lysis buffer and sonicated 3 times for 10 s to ensure islets were fully disrupted. The protein content was determined by the BCA assay. Approximately 30-μg protein per sample was subjected to SDS/PAGE and transferred to polyvinylidene fluoride membranes, and immunoblotting was performed with rat anti-HA (1:1000 dilution) or mouse anti–β-actin (1:1000 dilution) according to standard protocols. Molecular weight markers were a 1:1 mix of Magic Mark XP (Thermo Fisher) for chemiluminescent detection and Precision Plus Dual Color (Bio-Rad) for visual detection. The membrane was stripped in-between the Western blot for HA and β-actin using an acidic glycine stripping buffer (0.1 M glycine, 20-mM magnesium acetate, 50-mM KCl, pH 2.2). Proteins were detected by enhanced chemiluminescence.

### cAMP production assay and modified GSIS protocol for adenovirally transduced islets

Adenovirally transduced islets were subject to assay for intracellular cAMP production using a previously described protocol (44). Briefly, on the day of assay, islets were hand-picked from RPMI into a dish containing 3-mM glucose KRBB and then 15 to 20 islets per replicate picked into microfuge tubes containing 1 ml of the same buffer. Tubes were incubated uncapped in a 37 °C tissue culture incubator for 45 min (before incubation), followed by a buffer switch into 11-mM glucose KRBB with 200-μM IBMX with or without the addition of 10-nM sulprostone and a second 45-min incubation (stimulation). Islets were pulse vortexed/centrifuged, stimulation buffer decanted, islets washed in PBS, and pellets flash-frozen in liquid nitrogen and stored at −80 °C until the day of the assay. The cellular cAMP content was analyzed using the Amersham cAMP Biotrak Enzyme Immunoassay (EIA) System (GE Healthcare Life Sciences) using the nonacetylation procedure with novel lysis reagents according to the manufacturer's instructions. Three mice were used per genotype, triplicate biological replicates were performed for each virus/treatment per islet preparation, and two technical EIA replicates were performed and averaged before data analysis. To normalize for the islet volume, the residual islet lysates remaining after the cAMP EIA plates that had been loaded (∼10 μl) were used in our in-house insulin ELISA to determine the insulin content. Four of 72 sample wells had “OVERFLOW” readings, meaning that their corresponding [cAMP]_i_ values could not be normalized and were excluded from further analysis. Static GSIS assays were performed on separate islet preparations using essentially the same protocol except for the addition of IBMX to the stimulation buffer. Biological replicates were assayed in triplicate on our in-house insulin ELISA, and triplicates were averaged to give the final insulin content and secreted insulin values. As with the cAMP assay, secretion data were normalized within each experiment to the value observed in GFP-expressing islets treated with glucose alone. In both assays, raw data for each islet preparation were normalized to the [cAMP]_i_ or GSIS of GFP-expressing islets in glucose alone.

### Statistical analyses

All data, excluding the microarray data, were analyzed using GraphPad Prism, v. 8 (GraphPad Software Inc, San Diego, CA). Unless otherwise specified, single comparisons between two groups were performed by two-way T-test, and group analyses were performed by one-way ANOVA or two-way ANOVA, paired or unpaired as appropriate, all with Holm-Sidak test post hoc to correct for multiple comparisons. For normalized cAMP and GSIS data, which did not have a consistent SD, the effects of EP3γ expression and/or sulprostone treatment were analyzed by multiple T-test with fewer assumptions, followed by the Holm-Sidak test post hoc to correct for multiple comparisons. In all cases, *p* < 0.05 was considered statistically significant.

## Data availability

Raw mouse exon data have been deposited with the NCBI gene expression omnibus (GEO) as accession ID GSE154325. All other data are contained within the manuscript and available on request.

## Conflict of interest

M. D. S., C. L. G., S. J. G., E. G., K. A. C., J. M. H., G. M. K., A. R., M. L. W., and M. E. K. declare that they have no conflicts of interest with the contents of this article. J. C. N. is currently a Novo Nordisk Inc employee (800 Scudders Mill Road, Plainsboro, NJ 08536). A. L. B. is currently a Pfizer employee (235 East 42nd Street, New York, NY 10017). This work was completed in full during their post-baccalaureate and/or predoctoral training with Dr Kimple and are not related to their current positions. D. W. L. has received funding from, and is a scientific advisory board member of, Aeovian Pharmaceuticals, which seeks to develop novel, selective mTOR inhibitors for the treatment of various diseases, including diabetes. At present, there are no data to support relevance of mTOR inhibitors to the work described in this article.

How the deposited data were processed for this re-analysis (not part of the article)

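The deposited gene-level table was used as it stands. It holds 1 log2 value for each of 23332 transcript clusters and 18 arrays. The authors made the deposited log2 values with RMA normalization and summarization in Affymetrix Expression Console 1.3. Another background correction could not be tried, since it needs the probe intensities. The exon-level table of the same 18 preparations was not used here. A cluster was given the symbol of the annotation supplied with the series; clusters with several symbols or none were left out, and of several clusters of 1 gene the one with the highest mean over all 18 arrays was kept.

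Group means were fitted with limma 3.58.1 (R 4.3.3): lmFit over the 4 groups, contrasts, and eBayes, with Benjamini-Hochberg adjustment over 14860 genes and a threshold of 0.05. The contrasts were KO CD versus WT CD, WT HFD versus WT CD, KO HFD versus WT HFD, KO HFD versus KO CD, and the interaction of genotype and diet. Results are over the 17 arrays that the paper kept and over all 18. Errors of log2 fold changes are limma standard errors. No paired analysis was possible because the islet numbers are not shared between groups. Gene lists (38) were tested with a one-sided hypergeometric test against the genes tested, with camera at a preset correlation of 0.01 and at an estimated one, and with fry, each adjusted over the lists. Counts adjusted over the list alone use Benjamini-Hochberg within the list. Means of marker lists per array were compared with exact permutation tests (two-sided) and with limma. Further tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

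Genes are named by a fixed rule: Gnaz and the 12 genes of the qRT-PCR panel; the genes labeled in Fig. 3D; for each contrast the 8 largest rises and 8 largest falls among called genes whose 2 groups do not overlap; for each list and contrast up to 4 genes with the smallest adjusted p; and Ins1, Ins2, Gcg, Sst, Ppy, Iapp, Glp1r, Gipr, Ptger3 and Mki67. The paper's values for the panel and for its tables had been seen when the rule was written. Genes named outside it are marked where they appear or are given as members of a list.

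The alternatives were: all 18 arrays; leaving out each array; fitting only the 2 groups compared; median centring, quantile normalization or cyclic loess between arrays; eBayes with trend and robust; array weights; every cluster with a symbol; dropping the dimmest genes, or genes below the 95th percentile of the olfactory receptors; the round of the sample titles (1 to 11, 12 to 18) as a block; the mean of the acinar digestive enzymes as a covariate; a gene threshold of 0.01; and unit variance in the principal component analysis. Chosen after seeing the data were leaving out KO CD 13 and WT CD 14, and clustering on gene-centred values.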

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

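The tests on olfactory receptors, the products of acinar differences, the use of the covariance to decide on shared arrays and the counts of genes high in a single array were chosen only after the results were seen.

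Most changed genes were lower in KO HFD islets. The fold change in KO HFD versus WT HFD islets followed the level of the gene (Spearman rho across genes −0.384, where genes are not independent replicates; −0.450 versus KO CD islets and 0.00164 in WT HFD versus WT CD islets), and cyclic loess kept 955 of the 4372 calls, which is consistent with a compressed signal in the KO HFD arrays. Cyclic loess removes a trend with level and a shift of all genes, whatever their source. The near-even split after it, 786 higher and 769 lower, was therefore largely set by the method. The lost calls cannot tell a compressed signal from a real broad fall. The 955 kept calls passed with the trend removed, and how much of the fall compression accounts for stays open. A lower content of messenger RNA in these islets was not tested, and values normalized between arrays do not measure it. Chance can be excluded for the counts: of 35 splits of the arrays 1, the real one, called 4372 genes or more (highest other 2317), and against KO CD islets 1 of 56 called 6847 (highest other 5673).

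Acinar genes were higher in KO HFD than in WT HFD islets. Within groups the mean of the digestive enzymes followed that of the other acinar genes (Pearson r 0.941, Spearman rho 0.949, permutation p = 1e-05, the smallest they can give; r 0.960 without KO HFD 10 and KO CD 13), which is consistent with different amounts of acinar tissue among the preparations. The WT HFD arrays enter the diet and the genotype comparison with opposite sign, and the fold changes were negatively correlated (r −0.561). As negative were 41 of 100 simulations without effect, but the shared arrays add the same covariance with or without effects and not the same correlation, so this bound was the wrong measure. In 0 of 100 was the covariance as negative (−0.0184 against a lowest of −0.0154), and in 0 of 100 the product of the 2 differences of the enzyme mean (−0.344 against a lowest of −0.0786) or of the other acinar mean (−1.30 against −0.329). With the WT HFD arrays split so that none was shared, r was −0.197 to −0.508 and the other acinar mean differed by −1.35 to −1.05 in the diet and 0.94 to 1.24 in the genotype comparison, with 0, 0, 0, 0, 3 and 13 genes called lower and then higher, at 2 arrays a side. Sharing of arrays alone is therefore excluded. An effect of genotype or diet on acinar cells themselves was not tested and stays open.

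More olfactory receptors were higher than lower in KO HFD versus KO CD islets (30 and 8 of 718), while their mean differed by 0.04 (SE 0.033, limma on list means, adjusted p = 0.30). Random lists at the same level had medians of −0.030 to −0.008 (95% of 10000 lists), and the receptors, at 0.0295, lay above that range. Such lists treat genes as independent and leave out the spread between arrays. The difference therefore cannot decide whether a fold change that follows the level accounts for the receptors. After quantile normalization and after cyclic loess, the adjusted p of their over-representation was 1, which is consistent with the scaling between arrays as the source. No biological explanation was tested, and the receptors read near the dim end of the genes tested in each array.

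Chance is unlikely for the 23 genes between KO CD and WT CD islets (1 of 100 splits, the real one, highest other 1). It is also unlikely for the 28 between WT HFD and WT CD islets (1 of 100, highest other 3). That count was nonetheless 0 without WT CD 5, WT CD 6, WT CD 15, WT HFD 9 or WT HFD 16. The diet response differed between the genotypes in 4849 genes and by 0.878 and 1.71 for the means of the enzymes and the other acinar genes. As many genes were called in 3 of 100 splits, the real one included (highest other 6635). This share is under the 0.05 set beforehand. Only 100 of 7056 possible splits were drawn, however, so the share over all splits could be larger and chance is not excluded for this count. What sets the other 2 splits apart was not tested.

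Of 88 groups of arrays tested for an array apart from its group, 5 had one, and chance gives about 1 in 20. These were the other acinar mean in KO CD 13 (11.18) and, over all 18 arrays, in KO HFD 10 (11.85), the stellate cell mean in WT CD 14 (9.53), Cckar in KO CD 13 (11.60) and the median over the genes tested in WT HFD 7 (8.64).

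Of the lists outside the pathways the paper discusses, cholesterol biosynthesis is described under the other observations. In KO HFD versus WT HFD islets, Golgi transport and coat proteins were over-represented among the lower genes (29 of 32 lower, 30 when adjusted over the list alone, adjusted p = 3.5e-12, 0.28 with an estimated correlation; 14 lower after median centring), as were endothelial genes (9 of 14 lower, 9 when adjusted over the list alone, adjusted p = 0.012, 0.57 with an estimated correlation; 1 lower after median centring). Regulated exocytosis was over-represented among the higher genes (adjusted p = 0.010, 0.99 with an estimated correlation), and over all 18 arrays it was not (adjusted p = 1). In KO HFD 11, which the paper left out, the enzyme mean was 13.33 and the other acinar mean 10.57, both above the WT HFD arrays.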

How the results depend on the processing

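Leaving out KO CD 13 and WT CD 14, and gene-centred values, were chosen only after the data were seen. Gnaz kept its direction and passed under each alternative, at −0.79 to −0.70 in KO CD versus WT CD and −1.05 to −0.97 in KO HFD versus WT HFD islets when 1 array was left out. Of the values of acinar means under alternatives other than leaving out 1 array, 87 kept their verdict, 9 became significant and 2 lost significance. Array weights, eBayes with trend and robust, and the acinar covariate were not applied to these means. Of the over-represented lists, 813 values kept their verdict, 285 weakened and 27 moved. For counts of genes 130 kept it and 62 moved. For named genes and other counts 1222 kept it, 136 weakened, 19 reversed, 11 moved and 5 became stronger. Background correction was not run. Except where fewer arrays or genes account for it, the cause was not tested.

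Leaving out 1 array gave 6 (WT CD 5) to 62 (KO CD 1) changed genes in KO CD versus WT CD, 0 (WT CD 5) to 137 (KO HFD 10) in WT HFD versus WT CD, 2636 (WT HFD 7) to 4634 (KO CD 12) in KO HFD versus WT HFD, 5522 (KO HFD 18) to 7083 (KO CD 1) in KO HFD versus KO CD and 3547 (WT HFD 7) to 5403 (KO CD 1) for the interaction. The enzyme mean ranged from 0.17 (KO HFD 10) to 0.36 (KO HFD 17) in KO HFD versus KO CD, 0.47 to 0.66 (the same arrays) in KO HFD versus WT HFD, −0.65 (WT HFD 7) to −0.50 (WT HFD 16) in WT HFD versus WT CD and 0.76 to 0.95 for the interaction (KO HFD 10 and 17). The other acinar mean ranged from 0.15 to 0.70, 0.73 to 1.27, −1.28 to −1.09 and 1.35 to 1.90 in the same order and arrays. The adjusted p of pancreatic secretion ranged from 2.18e-06 (KO CD 13) to 1 (KO CD 1) in KO HFD versus KO CD, 8.66e-11 (KO CD 12) to 7.40e-08 (KO HFD 10) in KO HFD versus WT HFD and 1.08e-12 (KO CD 13) to 1 (WT CD 5) in WT HFD versus WT CD. The mean silhouette ranged from 0.106 (WT HFD 8) to 0.172 (KO CD 13), the first 2 components from 45.0% (KO HFD 18) to 49.5% (WT HFD 16), the correlation of the diet responses from −0.189 (KO HFD 18) to 0.0859 (KO HFD 10), with 0.0451 without WT HFD 7, that of the diet in WT with genotype on HFD from −0.595 (KO HFD 18) to −0.417 (KO HFD 10), and rho of fold change with level from −0.474 (KO CD 13) to −0.416 (KO CD 2) in KO HFD versus KO CD and −0.407 (WT HFD 16) to −0.308 (WT HFD 7) in KO HFD versus WT HFD.

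Median centring gave 1526 changed genes in KO HFD versus WT HFD, 4400 in KO HFD versus KO CD and 1189 for the interaction, an adjusted p of 0.149 for pancreatic secretion and 0.76 for the other acinar mean in KO HFD versus KO CD, and 41.7% as the percent of variance on the first 2 principal components. Quantile normalization gave 40 changed genes in KO CD versus WT CD, 1640, 2423 and 1094 in the other 3, 0.331, 0.68 and 37.6%, and rho −0.0435 for fold change against mean level, KO HFD versus WT HFD, and −0.0558 for fold change against mean level, KO HFD versus KO CD. Cyclic loess gave 53, 1555, 2322 and 1028 genes, 0.72 for the other acinar mean, 37.7%, and rho −0.000285 and 0.00775, and it turned Gnas to 0.00219 in KO HFD versus WT HFD. Array weights gave 41 genes in KO CD versus WT CD and 439 in WT HFD versus WT CD, and pancreatic secretion 1 in KO HFD versus KO CD. The acinar covariate gave 3 genes in KO CD versus WT CD, 0 in WT HFD versus WT CD (623 at an unadjusted p under 0.05 from limma), 96 in KO HFD versus WT HFD and 0 for the interaction, and pancreatic secretion 1 in WT HFD versus WT CD, KO HFD versus WT HFD and KO HFD versus KO CD. In KO HFD versus WT HFD it turned P2ry14 to −0.049, Pnliprp2 to −0.054, Ptger3 to −0.84, Gipr to 0.031 and Mki67 to 0.18. The median fold change of all genes in KO HFD versus WT HFD moved from −0.13 to −0.16 with this covariate, and the median SE from 0.084 to 0.14. The covariate does not overlap between these groups and is made of enzymes that pancreatic secretion holds, so the values of that list under it decide nothing. In the same comparison median centring turned Ins2 to 0.079, Gcg to 0.054, Iapp to 0.056, Glp1r to 0.050 and Gipr to 0.14, cyclic loess turned them to 0.064, 0.030, 0.031, 0.035 and 0.054, and Gipr read 0.048 after quantile normalization, 0.025 over all 18 arrays, 0.021 with array weights and −0.12 (KO HFD 17) to 0.037 (KO HFD 10) when 1 array was left out.

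Fitting only the 2 groups gave 8 genes in KO CD versus WT CD and 177 in WT HFD versus WT CD, and in KO HFD versus KO CD 0.755 for pancreatic secretion and 0.29 for the enzyme mean. A gene threshold of 0.01 gave pancreatic secretion 1 in WT HFD versus WT CD and in KO HFD versus KO CD. With all 18 arrays, KO HFD versus KO CD gave 1 for pancreatic secretion and 0.22 for the enzyme mean; the first 2 components held 45.6%, the silhouette was 0.0489 and the diet in WT with genotype on HFD had −0.515. Every cluster with a symbol gave 45.4%. Without the dimmest genes, the values were 57.3%, silhouette 0.202, diet responses −0.177, diet with genotype −0.623, and rho −0.249 (KO HFD versus WT HFD) and −0.227 (versus KO CD). Without genes below the olfactory percentile they were 59.4%, 0.218, −0.204, −0.643, −0.185 and −0.128. The round as a block gave 0.57 for the other acinar mean in KO HFD versus KO CD. Without KO CD 13 and WT CD 14, that mean was 0.65, the percent of variance on the first 2 principal components was 52.2, the silhouette was 0.164 and rho in KO HFD versus KO CD −0.474; gene-centred values gave a silhouette of 0.170.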

Differences from the paper's values

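The comparison with the paper's pathway ranks was chosen only after the results were seen. The second principal component held 15.4% of the variance, against about 10% in the paper (Fig. 2C, read by eye). Of the alternatives set before the data were examined, unit variance (10.1%) lies within 1.5 times the paper's value, and all 18 arrays (19.2%) does not.

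The paper counts 16,291 genes tested and 18, 30, 4573 and 7312 changed genes at the same threshold. Over the 14860 genes here, the counts of changed genes were within 1.5 times those of the paper.

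The paper ranks pancreatic secretion first in each of the 3 comparisons. Among the 38 hand-written lists, which are not the KEGG pathways, pancreatic secretion (adjusted p = 3.6e-03) came after the digestive enzymes (2.7e-08), olfactory receptors (3.0e-06) and the other acinar genes (3.5e-06), level with fat digestion, among the genes higher in KO HFD than in KO CD islets. Between KO HFD and WT HFD islets its adjusted p was 1.1e-09, after the enzymes (1.7e-24) and the other acinar genes (1.0e-23). Protein processing in the endoplasmic reticulum had 1.3e-13 among the lower genes there. With an estimated correlation camera called none of these lists between KO HFD and WT HFD islets.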

Other observations

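The counts of genes high in a single array were made only after the data were seen. Genes of cholesterol biosynthesis were lower in KO HFD than in WT HFD islets. Of 19, 17 fell and none rose (17 when adjusted over the list alone), with Cyp51, a sterol demethylase, at −0.85 (SE 0.15, adjusted p = 0.0014), Hsd17b7 at −0.76, Nsdhl at −0.64 and the squalene epoxidase Sqle at −0.63. The median was −0.53, and −0.36 after median centring, where 8 fell. The list was over-represented among the lower genes (adjusted p = 4.9e-07; 0.34 with an estimated correlation; 1 with the acinar covariate). With that covariate the calls ended as errors rose, with Cyp51 at −0.68 (SE 0.24), Hsd17b7 at −0.75 (SE 0.22, against 0.13 before) and Nsdhl at −0.60 (SE 0.19, against 0.12), while Sqle also shrank, to −0.40 (SE 0.19, against 0.13). Of 20 GPI anchor biosynthesis genes, 14 fell and 1 rose (15 and 1 when adjusted over the list alone), with Pigt at −0.31 (adjusted p = 0.0023) and Pigv at −0.30 (adjusted p = 0.0030) (adjusted p of the list 5.0e-04; 0.58 with an estimated correlation; 0.088 over all 18 arrays; 1 after median centring; with the acinar covariate both calls ended at −0.33 and −0.30 as the SE of each rose from 0.06 to 0.10). Of 32 SNARE genes of vesicle transport 20 fell (22), with Bet1l at −0.57, and 7 fell and 1 rose after median centring. Of 54 oxidative phosphorylation genes, 20 fell in KO HFD versus WT HFD islets (21; 3 over all 18 arrays, 1 after median centring) and 46 in KO HFD versus KO CD islets (9 and 2 higher after median centring).

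Some endocrine markers were lower on the deposited scale. In KO HFD versus WT HFD islets 6 of 22 beta cell genes fell (6 when adjusted over the list alone), among them Kcnj11, a subunit of the ATP-sensitive potassium channel, at −0.38 (adjusted p = 0.0082), and 4 of 6 delta and PP cell genes (4), with Pyy at −0.48 (adjusted p = 0.0022), Sst at −0.38 (adjusted p = 0.012) and Ppy at −0.18 (adjusted p = 0.044). Over all 18 arrays Sst and Ppy did not pass (adjusted p = 0.086 and 0.076), and Ppy did not pass in 11 of the 17 omissions of 1 array (0.051 to 0.24). Of 6 alpha cell genes 3 fell and 1, Slc7a2, rose (0.30, adjusted p = 0.0030). The means of the beta, alpha, and delta and PP cell genes differed by −0.13, −0.19 and −0.31 (limma on list means, adjusted p = 0.059, 0.036 and 0.0022), and camera gave adjusted p = 0.99, 0.99 and 0.57 with an estimated correlation. After median centring 0 beta cell genes passed in limma and their median was 0.05, and Kcnj11 did not pass. The acinar means rose by 0.59 and 1.09 in the same KO HFD arrays. With the acinar enzyme mean as a covariate none of these calls held: Sst shrank to −0.14 (SE 0.15, against 0.10 before), Ppy to −0.03 (SE 0.09, against 0.06) and Kcnj11 to −0.25 (SE 0.15, against 0.09), while Pyy at −0.40 (SE 0.15, against 0.09) and Slc7a2 at 0.26 (SE 0.10, against 0.06) moved less. Ins2 (−0.09, adjusted p = 0.12), Gcg (−0.11, adjusted p = 0.10), Iapp (−0.11, adjusted p = 0.098), Glp1r (−0.12, adjusted p = 0.15) and Gipr (−0.03, adjusted p = 0.88) did not pass in that comparison and turned positive after median centring, and Ptger3, which encodes the EP3 receptor, did not pass either (0.35, adjusted p = 0.42). Ins2, Gcg, Iapp and Glp1r read 13.69 to 14.42 across the arrays, and the acinar enzyme mean 12.78 to 13.87. The 95th percentile of the genes tested was 11.24 to 11.56. Whether the signal of genes this bright still follows the amount of their RNA was not tested. Between KO HFD and KO CD islets, the alpha cell factor Pou3f4 fell to −1.07 (SE 0.22, adjusted p = 0.0014) and the delta cell factor Hhex to −0.98 (SE 0.18, adjusted p = 8.9e-04). The mean of the alpha cell genes differed by −0.43 and that of the delta and PP cell genes by −0.46 (exact permutation test, two-sided, p = 0.018 for both, the smallest p that 3 arrays against 5 allow), beside an array median that differed by −0.25. Of 19 leukocyte genes 1 and of 13 stellate cell genes 3 fell in KO HFD versus WT HFD islets, with means that differed by −0.21 (p = 0.43) and −0.15 (p = 0.14) in exact permutation tests, n = 3 and 4.

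Genes chosen after their values were seen stood out in single arrays. In KO HFD 11, 183 genes lay more than 1 log2 unit above every other array, among them Fabp2 (12.78 against at most 6.28), Apoa4 (14.05 against 8.01), Fabp1 (11.05 against 5.10) and Rbp2 (12.51 against 7.59), genes known from intestinal epithelium. In KO HFD 10 there were 16, with Lcn2 (12.60 against 9.55), Lrg1 (11.01 against 9.07) and Orm1 (7.40 against 5.56), genes of the acute-phase response. WT CD 14 had 7, KO CD 13 had 3 and WT CD 5 and KO HFD 18 had 1 each.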
